# 6S RNA plays a role in recovery from nitrogen depletion in *Synechocystis* sp. PCC 6803

**DOI:** 10.1186/s12866-017-1137-9

**Published:** 2017-12-08

**Authors:** Beate Heilmann, Kaisa Hakkila, Jens Georg, Taina Tyystjärvi, Wolfgang R. Hess, Ilka M. Axmann, Dennis Dienst

**Keywords:** Transcriptional regulation, Small RNA, σ factor, RNA polymerase, Cyanobacteria

## Abstract

**Background:**

The 6S RNA is a global transcriptional riboregulator, which is exceptionally widespread among most bacterial phyla. While its role is well-characterized in some heterotrophic bacteria, we subjected a cyanobacterial homolog to functional analysis, thereby extending the scope of 6S RNA action to the special challenges of photoautotrophic lifestyles.

**Results:**

Physiological characterization of a 6S RNA deletion strain (Δ*ssaA*) demonstrates a delay in the recovery from nitrogen starvation. Significantly decelerated phycobilisome reassembly and glycogen degradation are accompanied with reduced photosynthetic activity compared to the wild type. Transcriptome profiling further revealed that predominantly genes encoding photosystem components, ATP synthase, phycobilisomes and ribosomal proteins were negatively affected in Δ*ssaA*. In vivo pull-down studies of the RNA polymerase complex indicated that the presence of 6S RNA promotes the recruitment of the cyanobacterial housekeeping σ factor SigA, concurrently supporting dissociation of group 2 σ factors during recovery from nitrogen starvation.

**Conclusions:**

The combination of genetic, physiological and biochemical studies reveals the homologue of 6S RNA as an integral part of the cellular response of *Synechocystis* sp. PCC 6803 to changing nitrogen availability. According to these results, 6S RNA supports a rapid acclimation to changing nitrogen supply by accelerating the switch from group 2 σ factors SigB, SigC and SigE to SigA-dependent transcription. We therefore introduce the cyanobacterial 6S RNA as a novel candidate regulator of RNA polymerase sigma factor recruitment in *Synechocystis* sp. PCC 6803. Further studies on mechanistic features of the postulated interaction should shed additional light on the complexity of transcriptional regulation in cyanobacteria.

**Electronic supplementary material:**

The online version of this article (10.1186/s12866-017-1137-9) contains supplementary material, which is available to authorized users.

## Background

Cyanobacteria are photoautotrophic prokaryotes essentially relying on the availability of sunlight and CO_2_ as their major energy and carbon source, respectively. Due to their autotrophic lifestyle and versatile metabolism, cyanobacteria are suited as economical cellular chassis for diverse biotechnological applications like energy feedstock accumulation [1], third generation biofuel production [2–5] and commodity product biosynthesis [6–8]. However, the long-term mass cultivation for these applications at high cell densities also causes stress conditions that arise from redirecting metabolism, accumulation of potentially toxic compounds and the concomitant tendency for nutrient limitation (reviewed by Dexter et al. [2]). Hence, the requirements for molecular tools and well-defined targets for manipulating the cellular program towards optimized nutrient utilization are of growing interest. Within the diversity of their natural terrestrial and aquatic habitats, cyanobacteria have certainly developed extensive regulatory systems to acclimate to nutrient and light limiting conditions, which are also involving small regulatory RNA molecules (sRNAs, e.g. [9–14]).

One of the best-characterized prokaryotic sRNA regulators is the widely conserved 6S RNA that responds to changes of the nutritional status [15–18]. When cells of *Escherichia coli* (*E. coli*) enter the stationary growth phase, this highly structured RNA specifically regulates transcription by promoter mimicry, as the RNA polymerase (RNAP) holoenzyme carrying the housekeeping sigma factor σ^70^ binds to 6S RNA instead of the promoter regions of the household genes [19–22]. Upon nutrient-induced outgrowth from the stationary phase, which includes enhancement of NTP levels, 6S RNA acts as a template for the de novo synthesis of a ~20 nt product RNA (pRNA) [23, 24]. pRNA synthesis triggers the release of 6S RNA from RNAP reverting 6S RNA-dependent inhibition [23, 25]. 6S RNA lacking mutants of *E. coli* and *Bacillus subtilis* (*B. subtilis*) show significant phenotypes under long-term nutrient deprivation [20], stress conditions, like alkaline stress [26, 27] and during outgrowth from stationary phase [28, 29]. Furthermore, the presence of 6S RNA leads to an upregulation of σ^38^-activity, while overexpression of 6S RNA in σ^38^-deficient cells results in reduced viability in late stationary phase [19].

Homologues of 6S RNA have been identified in several freshwater cyanobacteria, including the model organism *Synechocystis* sp. PCC 6803 (*Synechocystis* 6803) [15, 30, 31]. While in vitro studies indicate a conservation of basic 6S RNA mechanisms like transcription inhibition and pRNA synthesis, little is known about the functional relevance of the cyanobacterial 6S RNA in vivo [32].

Since phototrophic growth of cyanobacteria does essentially rely on atmospheric or enriched CO_2_ supplementation and – importantly – light, plain dilution experiments would rather evoke responses to changing light availability (and its relation to CO_2_ availability). Accordingly, a specified experimental setup was required for functional characterization of cyanobacterial 6S RNA during outgrowth from nutritional deprivation. Regarding the status of an inorganic nitrogen source – i.e. nitrate or ammonia – non-diazotrophic cyanobacteria like *Synechocystis* 6803 exhibit a well-controlled acclimation behavior that is also accompanied by a stationary growth plateau [33]. Acclimation of cyanobacteria to changing nitrogen availability is a tightly controlled process that has been well described in the literature. One of the most pronounced physiological responses is the remodeling of the photosynthetic machinery, leading to distinctly and visibly reduced amounts of the phycobilisome antenna complex and – delayed in time – chlorophyll *a* breakdown [33–36]. These biochemical mechanisms are influenced by elaborate underlying events of gene expression control. This network essentially involves the collaborative action of the global transcriptional regulator NtcA and the proteins PII and PipX [37].

Moreover, several group 2 σ factors appear to play a role within the nitrogen regulatory network. Besides the nitrogen stress response σ factor SigE, these are SigB, involved in the NtcA-dependent nitrogen-related gene expression during exponential growth and SigC, in the response of stationary phase cultures to nitrogen starvation [38–40].

Several reports described the transcriptomic characteristics of nitrogen-starving cyanobacteria [41, 42] as well as the response upon nitrogen repletion in a time-resolved manner [36, 43]. The recovery process after long-term starvation is initiated by the upshift of respiratory gene expression and switching on the translational machinery as well as nitrogen assimilation. Further, until full physiological restoration, the cells successively reactivate photosynthetic complexes, carboxysomes and the cell division machinery [43]. Cells without any group 2 σ factors are not able to recover from nitrogen deficiency [40].

Here we describe the involvement of the sRNA regulator 6S RNA in the dynamics of nitrogen acclimation in *Synechocystis* 6803, elaborating the example of NO_3_^−^-mediated recovery from long-term nitrogen starvation.

## Results

### Inactivation of 6S RNA affects photosynthetic parameters and storage of carbohydrates upon nitrogen starvation and recovery

To analyze the functional role of 6S RNA in cyanobacteria, we deleted the *ssaA* gene encoding 6S RNA from the genome of *Synechocystis* 6803. The *ssaA* gene was replaced with a kanamycin resistance cassette (Fig. 1a) and complete segregation of the resulting Δ*ssaA* mutant was confirmed by colony PCR (Fig. 1b) as well as by Northern Blot analysis (Fig. 1c).

**Fig. 1:**
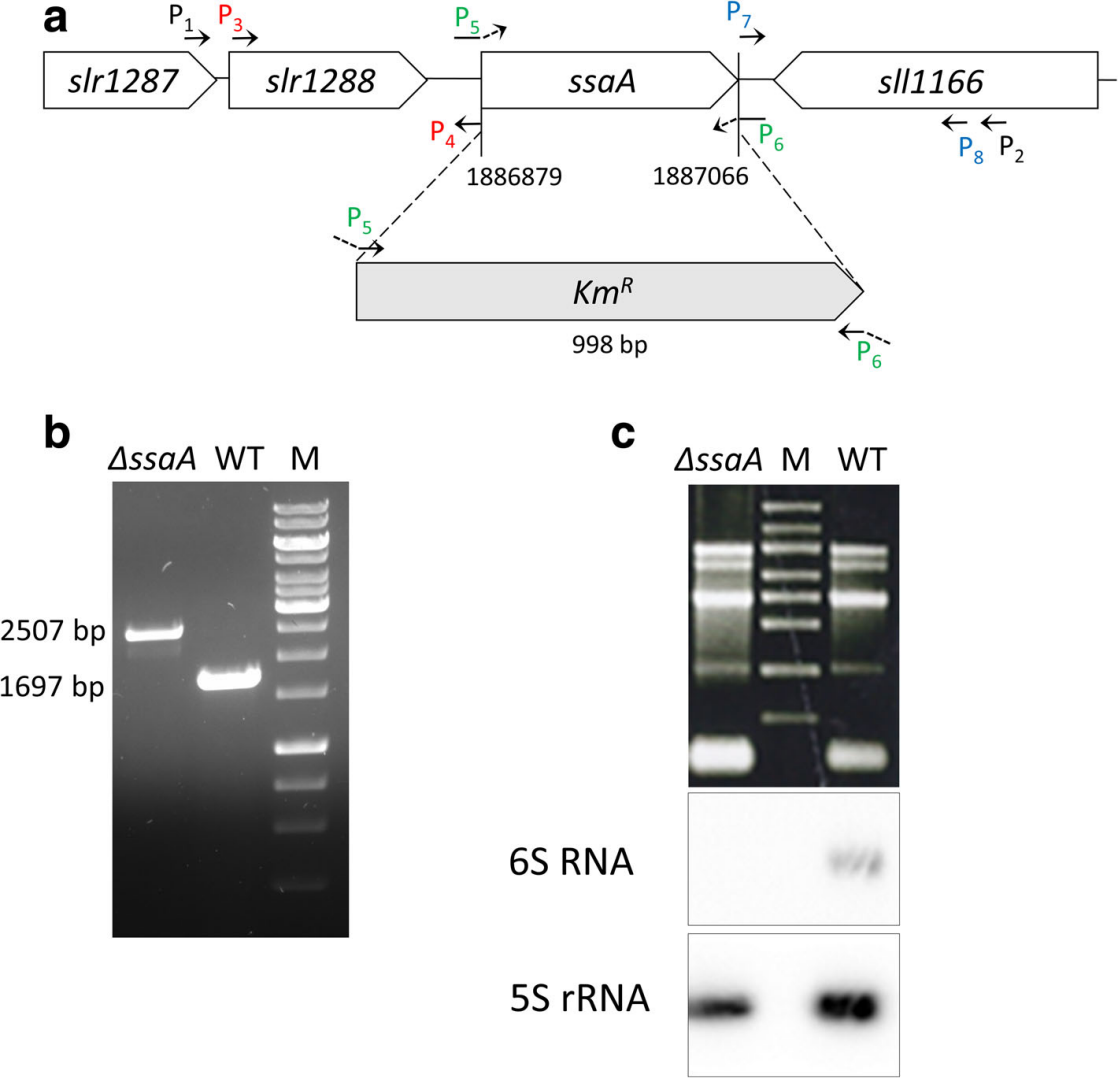
Strategy and confirmation of the *Synechocystis* 6803 Δ*ssaA* mutant. **a** Strategy for the construction of the Δ*ssaA* mutant. The *ssaA* gene was replaced by a kanamycin resistance cassette (Km^R^) and its promoter region (grey box) at the indicated genome position (*ssaA* locus: 1,886,879…1,887,066). The construction was realized by overlap extension PCR of three fragments using primer pairs P3 and P4 (red), P5 and 6 (green, P5: 15 bp 5′-end overlap with P4, 17 bp 3′-end overlap with Km^R^; P6: 14 bp 5’end overlap with P7, 24 bp 3’end overlap with Km^R^) and P7 and P8 (blue). The construct was further used to replace *ssaA* in the genome of *Synechocystis* 6803 by homologous recombination. P1 and P2 represent the location of primers used to verify complete segregation of the mutant strain. The location of genes *slr1287, slr1288* and *sll1166* are depicted upstream and downstream of the *ssaA* gene. **b** Complete segregation of the Δ*ssaA* mutant gene copies and replacement with a kanamycin resistance cassette (Km^R^) and its flanking regions (998 nt) was tested by PCR analysis, using primers P1 and P2. **c** Deletion of 6S RNA in Δ*ssaA* mutant was confirmed by Northern blot analysis using a radioactive [^32^P]-labelled oligonucleotide for 6S RNA. 5S rRNA was hybridized as a loading control

Under standard growth conditions, the ∆*ssaA* strain did not show any clear phenotype. Referring to 6S RNA function in *E. coli* and *B. subtilis*, where it regulates RNAP activity during the stationary growth phase and outgrowth [17, 18], the following mutant characterization experiments were conducted under nitrogen depletion (which leads to a stationary state of cell culture) and subsequent recovery by repletion with 17.6 mM NaNO_3_ (corresponding to outgrowth).

The acclimation to nitrogen depletion proceeded similarly in the Δ*ssaA* strain as in wild type (WT), demonstrated by similar whole-cell absorption spectra of Δ*ssaA* and WT cells after seven days of nitrogen deficiency (Fig. 2c, 0 h + N samples; Additional file 1: Figure S1a). Furthermore, light-saturated photosynthetic activities (Additional file 1: Figure S2a) and 77 K fluorescence spectra (Additional file 1: Figure S2b) were similar in both strains in the middle of the nitrogen deficiency treatment.

**Fig. 2:**
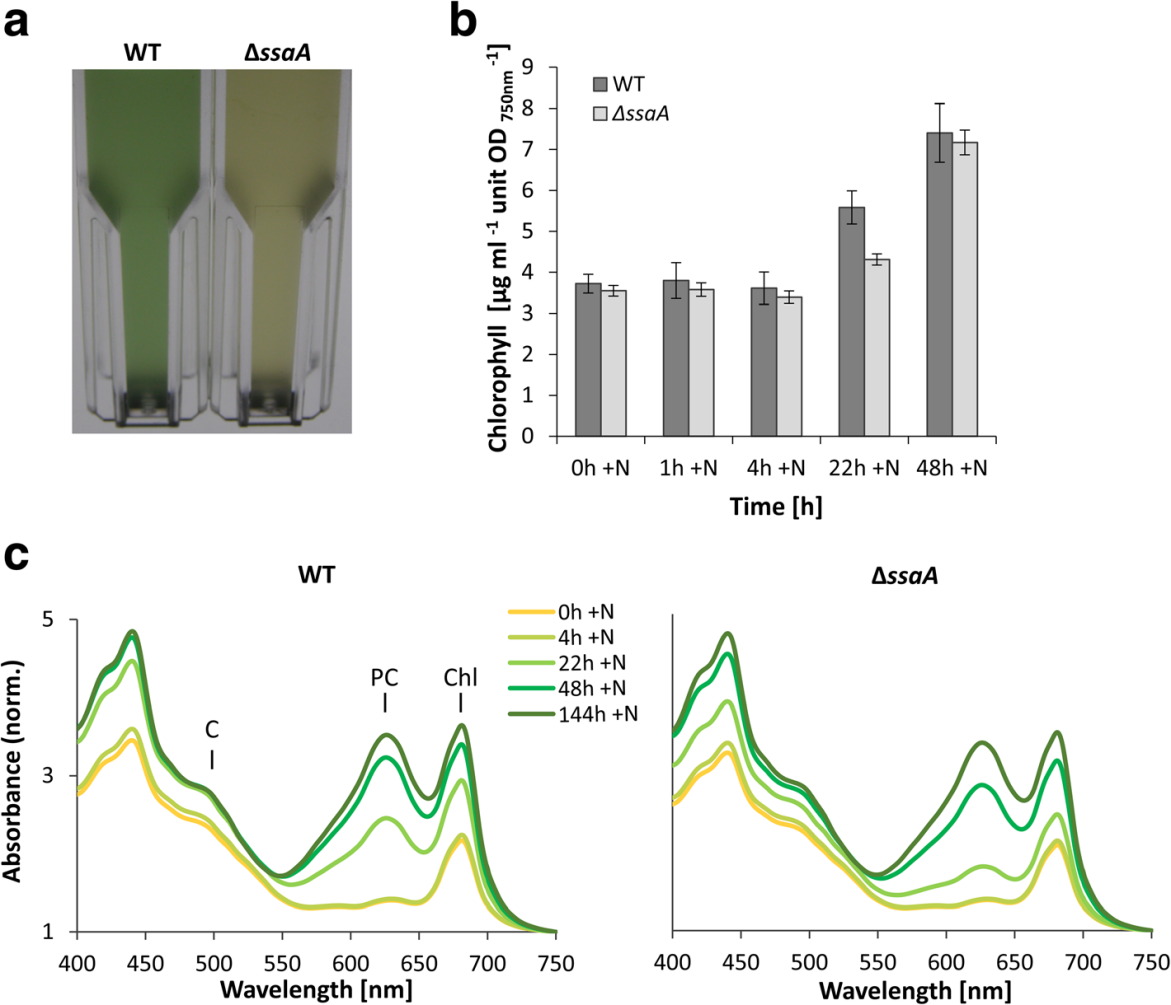
Comparative physiological characterization of the *Synechocystis* 6803 WT and Δ*ssaA* mutant strain and phenotype studies of the mutant strain. Cultures were grown under continuous white light at an irradiance of 80 μmol photons m^−2^ s^−1^, at 30 °C, in nitrogen-depleted medium for 189 h before recovery was initiated by adding nitrogen. **a** Photograph of cultures of *Synechocystis* 6803WT and Δ*ssaA* mutant strain during recovery from nitrogen starvation, *t* = 22 h + N. Cultures were adjusted so that their cell densities were the same (as estimated by the OD_750_), transferred to 1-cm cuvettes, and photographed with illumination from behind. **b** Chlorophyll content of *Synechocystis* 6803 WT and Δ*ssaA* measured after cultivation in nitrogen deficiency for 189 h (*t* = 0 h + N) and at recovery time points *t* = 1 h, *t* = 4 h, t = 22 h and *t* = 48 h (+N). The illustrated data represent the mean from three independent biological replicates and the standard deviation was calculated. **c** Details of whole cell absorbance spectra of *Synechocystis* 6803 WT and Δ*ssaA* strains are shown for the time point t = 0 h + N, which corresponds to 189 h under nitrogen deficiency (−N) and for the time points t = 4, t = 22, t = 48 and *t* = 144 h after nitrogen addition (+N). The spectra were normalized at 750 nm. C: carotenoids; PC: phycocyanine; Chl: chlorophyll *a*

Visible differences between the strains were detected during the recovery phase. After 22 h of recovery, WT showed normal green color of a viable *Synechocystis* 6803 culture while the Δ*ssaA* mutant still remained yellow-orange, which is a typical characteristic of nitrogen depleted cultures (Fig. 2a).

Whole-cell absorption spectra were measured to follow changes in all major photosynthetic pigments. The color of nitrogen depleted cells is due to prominent loss of blue phycobilins (absorption maxima at 620 - 635 nm), clear loss of green chlorophyll *a* (Chl *a*, absorption maxima at 680 nm)*,* but only minor reduction of yellow-orange carotenoid pigments (Fig. 2c; compare 0 h + N and the fully recovered 144 h + N samples). Re-synthesis of pigments takes hours after nitrogen supply. In both strains phycobilin (Fig. 2c) and Chl *a* (Fig. 2b and c) contents remained low after 4 h of recovery. After 22 h both phycobilins and Chl *a* showed significant retrieval in WT while in ∆*ssaA,* the recovery process was still in an early stage (see Additional file 1: Figure S1 for pairwise comparison of WT and Δ*ssaA* at each time point). According to statistical analysis (one-way ANOVA), the Chl *a* content was significantly lower in Δ*ssaA* than in WT at 22 h + N (*p =* 0.0067). A delay in phycobilisome reconstruction in ∆*ssaA* was also seen as reduced accumulation of the main phycobiliproteins, phycocyanin and allophycocyanin, after 22 h of nitrogen repletion (Additional file 1: Figure S4a and b). The phycocyanin content was significantly lower in Δ*ssaA* than in WT at 22 h + N (*p* = 0.0183, one-way ANOVA; Additional file 1: Figure S4a). However, Δ*ssaA* cells completely recovered over extended periods of 48 h or longer (Fig. 2b and c). A Δ*ssaA* complementation strain (∆*ssaA*-c), which expresses the native *ssaA* gene from a self-replicative vector, recovered from the nitrogen deficiency similarly as WT (Additional file 1: Figure S3), confirming that this phenotype is a specific result from the absence of 6S RNA, rather than from polar effects.

To further compare the recovery of the photosynthetic reaction centres and light harvesting complexes of the strains, we measured 77 K fluorescence spectra using orange light phycobilisome excitation 14 h after nitrogen addition. This time point was selected because in the experimental setup the chlorotic lag of Δ*ssaA* was apparent particularly during the period between 12 h and 24 h after addition of nitrate. The lower peaks originating from phycobilisome rods (648 nm) and cores (665 nm) in Δ*ssaA* cells indicate lower amounts of both phycocyanin and allophycocyanin in the mutant strain, thus confirming the decelerated recovery of phycobilisome antenna in the mutant (Fig. 3a). In addition, the ratio of CP47 peak (originates from the inner antenna protein CP47 of PSII) at ~ 694 nm to CP43 peak (originates from the terminal emitter of the phycobilisome antenna and from the PSII inner antenna protein CP43) at ~ 658-686 nm was lower in the Δ*ssaA* mutant than in WT, indicating reduced efficiency of light harvesting for PSII in Δ*ssaA* (Fig. 3a). In accordance with that the light-saturated PSII and photosynthetic activities were 10 to 15% lower in Δ*ssaA* than in WT after 22 h of recovery in nitrogen replete conditions (Fig. 3b and c). However, due to high variations between biological replicates these differences between the strains are not statistically significant.

**Fig. 3:**
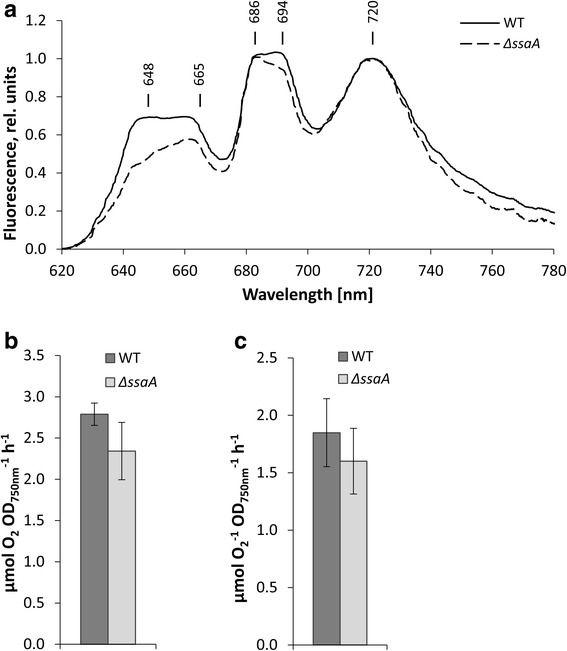
Photosynthetic parameters of WT and ∆*ssaA* mutant during recovery from nitrogen starvation. **a** Orange light-excited fluorescence emission spectra of WT and ∆*ssaA* mutant at 77 K after 14 h of recovery (+N). The spectra were normalized by dividing by the peak value of PSI at 721 nm and setting this value to 1. Oxygen evolution rates of electron transport in PSII (**b**) and photosynthesis (**c**) measured in vivo at time point 16 - 22 h + N under light-saturated conditions (3000 μmol photons m^−2^ s^−1^). Three independent biological replicates were measured and the error bars represent the standard deviation

Since nitrogen starvation limits consumption of carbon skeletons, starved *Synechocystis* 6803 cells store carbon polymers like glycogen. Under nitrogen starvation both strains stored similar amounts of glycogen (Additional file 1: Figure S5). After nitrogen addition glycogen decreased in both strains, where a delayed degradation in Δ*ssaA* is indicated by comparatively high levels after 22 h (Additional file 1: Figure S5). Our results indicate that although 6S RNA is not completely essential for the cells to recover from nitrogen starvation, the presence of 6S RNA accelerates the recovery process for hours.

Further investigation was carried out to analyze the 6S RNA transcript level under nitrogen starvation and recovery. Northern Blot analysis of 6S RNA revealed that the accumulation of 6S RNA increased in WT in the course of long term (189 h -N) nitrogen depletion by ~40 - 55% and returned to the original level, when normalized to 5S rRNA levels (Fig. 4a). However, since ribosomal RNA is rather expected to decrease during chlorosis [44] and consequently to increase again during recovery, 6S RNA accumulation is rather constant or slightly upregulated (Fig. 4a).

**Fig. 4:**
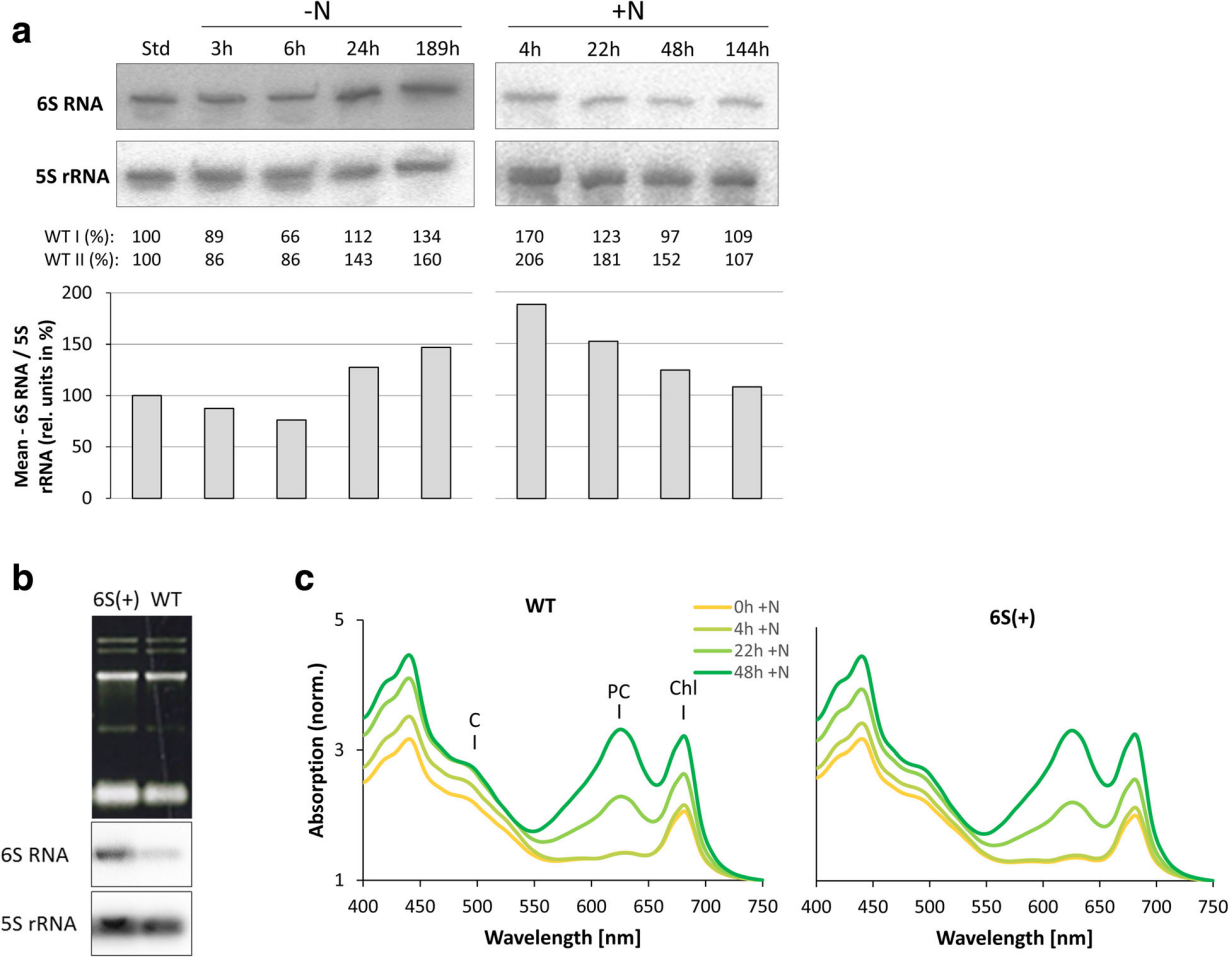
Analysis of 6S RNA transcript levels during nitrogen starvation and recovery in *Synechocystis* 6803 WT (**a**) and physiological characterization of the *Synechocystis* 6803 mutant strain overexpressing 6S RNA (6S(+)) (**b** and **c**). **a** Total RNA was isolated from cell cultures grown at standard growth conditions (t = Std), under nitrogen depleted conditions (*t* = 3 h -N, *t* = 6 h -N, *t* = 24 h -N, *t* = 189 h -N) and under nitrogen replete conditions (t = 4 h + N, t = 22 h + N, t = 48 h + N, t = 144 h + N) and samples with 5 μg RNA were analyzed by Northern blot hybridization. Autoradiograms are illustrated for WT I. 6S RNA and 5S rRNA signals of two biological replicates (WT I, WT II) were quantitated and 5S rRNA signal was used as an internal reference. The mean values are illustrated in the chart. Values of t = Std were set to 100 and samples of all other time points were calculated, respectively. **b** Northern Blot analysis to confirm overexpression of 6S RNA in 6S(+) mutant. 2 μg of total RNA was separated by electrophoresis on 1.3% agarose-formaldehyde gel. The amount of 6S RNA and 5S rRNA was detected by using radioactive [^32^P]-labeled oligonucleotides. **c** Physiological characterization of the 6S(+) strain. Absorbance spectra of the *Synechocystis* 6803 wild-type and the 6S(+) strain are illustrated for the time points t = 0 h + N, t = 4 h + N, t = 22 h + N and t = 48 h + N. The spectra were normalized at 750 nm. C: carotenoids; PC: phycocyanine; Chl: chlorophyll *a*

Interestingly, overexpression of 6S RNA, as implemented in the 6S(+)-mutant, did not further accelerate recovery after nitrogen depletion (Fig. 4b and c).

### 6S RNA accelerates expression of household genes upon recovery from nitrogen starvation

Comparative transcriptome analysis was performed to infer a functional signature from the mutant-specific transcript profiles (raw data is available in Additional files 2 and 3). For this purpose, microarray analysis was used to probe total RNA from WT and ∆*ssaA* cultures that were starved for nitrogen for seven days and recovered over a period of 22 h. 

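Total RNA of WT and Δ*ssaA* cells, taken before and at 3 time points after the addition of nitrogen, was hybridized to 16 one-colour Agilent arrays, 2 biological replicates for each strain and time point. The RNA was labelled directly with Cy3, without synthesis of cDNA. Each slide held the 4 arrays of one time point, WT in positions 1 and 2 and Δ*ssaA* in positions 3 and 4, so that time point and slide, and strain and array position, cannot be told apart. The scanned intensities, read by the authors with Agilent Feature Extraction software, had been neither corrected for background nor normalized. From these intensities the median signal of 40886 non-control spots per array was background-corrected (normexp, offset 50) and cyclic loess normalized. The 751 spots that Feature Extraction had marked as outliers on the 16 arrays, 0.115% of the non-control spots, were left out. Spots were averaged to 20363 probes and these to 8830 features, of which 4011 have 1 probe, and the features comprise 3354 mRNAs, 1931 antisense RNAs, 1872 transcripts internal to genes, 705 5'UTRs, 600 other non-coding RNAs (NC) and 368 others. Differences were tested with the R package limma in one model of all 16 arrays, with Benjamini-Hochberg adjustment over the features of each comparison. A feature is called past the threshold when its log2 FC is at least 1 in size and its adjusted *p*-value at most 0.05. Median signals of the arrays lay between 1755 and 4828 in WT and between 2647 and 9796 in Δ*ssaA*, at local backgrounds of 36 to 64. The background that Feature Extraction used for its own subtraction was higher, 1030 to 3968 (2289 at a median signal of 3073 in WT replicate 1 of 22 h), and 67.0% to 99.2% of the spots of an array were well above background. The number of arrays limits the precision, since an exact permutation test of 2 arrays against 2 cannot give a two-sided *p* below 0.333. Across features, which are not independent replicates, the Pearson *r* between the replicates of a condition ranged from 0.945 (Δ*ssaA*, 1 h) to 0.994 (WT, 0 h). Without normalization between arrays, the median feature was higher in Δ*ssaA* than in WT by 0.45 (1 h) to 1.41 (4 h) on the log2 scale, and under the other ways of scaling the median of any comparison stayed between -0.22 and 0.08. Of the single-gene comparisons reported for these arrays, 53 kept their sign but no longer had an adjusted *p* of at most 0.05 without normalization, and 19 changed sign.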

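Probes within the 6S RNA gene *ssaA* served as a check of the strain labels. The features NC-182 (chromosome, 1887016 to 1887066) and NC-144 (chromosome, 1886984 to 1887033), placed as the paper's additional table of array features lists them, had normalized log2 levels of 18.32 to 20.97 and 18.38 to 20.95 in the 8 WT arrays. In the 8 Δ*ssaA* arrays these levels were 7.65 to 9.23 and 7.95 to 9.46. At 1 h NC-182 was above background in 1 of 2 Δ*ssaA* arrays, and its level was at least 1007-fold lower than in WT. The highest signal the scanner recorded on an array was at most 19.3 on the log2 scale, so the largest of these levels are extrapolated by the normalization, and no change over time is given for them in WT.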

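In nitrogen-starved cells (0 h), 77 of the 8830 features were past the threshold between the strains, 10 with higher and 67 with lower levels in Δ*ssaA*. The count was 210 with only the 4 arrays of this time point in the fit and 3 without normalization between arrays. Without 1 of the 4 arrays of this time point, 27 (Δ*ssaA* replicate 1 left out), 28 (WT replicate 1), 31 (WT replicate 2) or 37 (Δ*ssaA* replicate 2) features were past the threshold. The largest rises and falls were ranked among the mRNA features past the threshold whose Δ*ssaA* arrays both lay beyond both WT arrays. Highest in Δ*ssaA* were slr0787 (log2 FC 1.63, SE 0.19, adjusted *p* = 0.00199), slr0788 (log2 FC 1.60, SE 0.21, adjusted *p* = 0.00313) and sll0622 (log2 FC 1.54, SE 0.21, adjusted *p* = 0.00336). The largest falls were those of slr2052 (log2 FC -1.42, SE 0.19, adjusted *p* = 0.00293), sll0375 (log2 FC -1.33, SE 0.25, adjusted *p* = 0.0199) and slr2073, the *sepF* gene. Without background correction slr2052 was short of the fold change threshold (-0.87). The call of slr0788 was lost without WT replicate 1 (1.53) or Δ*ssaA* replicate 1 (1.42) and with the processed signal scaled to the 75th percentile. That of sll0622 was lost without WT replicate 2 (1.42) or Δ*ssaA* replicate 1 (1.41). For sll0375 it was lost without WT replicate 1 (-1.43), WT replicate 2 (-1.24) or Δ*ssaA* replicate 2 (-1.02).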

Sampling time points were t_1_ = 0 h (7d -N; reference), t_2_ = 1 h + N, t_3_ = 4 h + N and t_4_ = 22 h + N. At t_1_ = 0 h a total set of 65 features showed differential accumulation (log2 fold change (FC) of >1 (adjusted *p*-value of ≤0.05) in Δ*ssaA*, the majority of which were downregulated. Most of the latter comprised non-coding transcripts like asRNAs, but also eight mRNAs showed lower levels. Among them were several mRNAs encoding subunits of ATP synthase, the mRNA for cell division protein SepF as well as ferredoxin encoding *petF* and the high-light inducible *hliA*. 

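By class, the features with lower levels in Δ*ssaA* at 0 h were 21 transcripts internal to genes, 14 mRNAs, 12 antisense RNAs, 10 NC features, 4 5'UTRs and 6 others. Those with higher levels were 5 mRNAs, 2 internal transcripts, 2 NC features and 1 5'UTR. The number of lower mRNAs was 26 when only the 4 arrays of the time point were fitted and 0 without normalization between arrays. With single arrays left out it was 3 (WT replicate 1), 1 (WT replicate 2), 2 (Δ*ssaA* replicate 1) and 5 (Δ*ssaA* replicate 2).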

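Of the 8 genes of the ATP synthase operon, *atpG* (sll1323) was past the threshold at 0 h (log2 FC -1.22, SE 0.27, adjusted *p* = 0.0395). Its call was lost with any of the 4 arrays left out, at log2 FC values from -1.29 to -1.14, and with the processed signal scaled to the 75th percentile (-1.17), and its sign changed without normalization between arrays (0.0038). Without background correction and with the authors' deposited values, 4 of the 8 genes were past the threshold. With a block for the replicate number and with only the 4 arrays of 0 h fitted, 5 were. The number was 2 with quantile normalization and the median over probes. It was 0 with the processed signal and without normalization between arrays. The *sepF* mRNA (slr2073) had a log2 FC of -1.33 (SE 0.25, adjusted *p* = 0.0202). For *hliA* (ssl2542) it was -1.20 (SE 0.17, adjusted *p* = 0.00458). The *sepF* call was lost with any of the 4 arrays left out, at values from -1.40 to -1.25. That of *hliA* was lost without WT replicate 1 (-1.24), WT replicate 2 (-1.16) or Δ*ssaA* replicate 1 (-1.17). For *petF* (ssl0020) the log2 FC was -1.10 (SE 0.37, adjusted *p* = 0.114), short of the threshold. It was past the threshold with quantile normalization (-1.44), with the authors' deposited values (-1.37) and with only the 4 arrays of 0 h fitted. For each of these 4 mRNAs, both Δ*ssaA* arrays were below both WT arrays.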

The positively regulated genes included the heat stress responsive histidine kinase *hik34* and the chaperone encoding genes *dnaJ* and *groEL-2* (Additional file 1: Figure S6).

Temporally altered transcript levels in Δ*ssaA* from t_1_ = 0 h to all three analyzed time points of recovery were plotted as a function of the corresponding temporal changes in WT, distinctively comparing the recovery in both strains (Additional file 1: Figures S7-S9). 

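Across features, the log2 changes from 0 h in Δ*ssaA* and in WT were correlated with a Pearson *r* of 0.833 at 1 h, 0.775 at 4 h and 0.847 at 22 h, where features are not independent replicates. Without Δ*ssaA* replicate 2 of 1 h, or WT replicate 2 of 1 h, the *r* at 1 h was 0.711 or 0.717. Past the threshold in both strains were 73 features at 1 h, 252 at 4 h and 1415 at 22 h, of which 73, 252 and 1409 changed in the same direction. The changes of 34 features at 1 h, 136 at 4 h and 582 at 22 h differed between the strains by 1 or more, without regard to a test. In limma's test of this difference (the interaction of strain and time), 0 features were past the threshold at 1 h, where 151 had an unadjusted *p* under 0.05. At 4 h, 2 features were past it and 595 had an unadjusted *p* under 0.05. These 2, NC-5 (1.63) and sll0586-as1 (-4.16), are named after their values were seen, and with the spots marked as outliers kept, neither was past the threshold (-0.061 and -0.35). The count at 4 h was 47 without WT replicate 2 of 4 h, 1 or 3 without any other of the 8 arrays, and 8 with a culture block (strain and replicate number together). At 22 h, 136 features were past the threshold, 70 that changed more and 66 that changed less in the upward direction in Δ*ssaA*. Without normalization between arrays, 0 features were past it at 22 h (357 with an unadjusted *p* under 0.05), and with a culture block 360 were. With 1 of the 8 arrays left out, the count at 22 h was between 13 (without WT replicate 2 or Δ*ssaA* replicate 2 of 0 h) and 95 (without WT replicate 2 of 22 h).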

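Compared directly at each time point of recovery, 146 features differed between the strains past the threshold at 1 h (18 higher and 128 lower in Δ*ssaA*), 490 at 4 h (75 and 415) and 624 at 22 h (232 and 392). The balance of higher and lower features at 22 h was the opposite with quantile normalization (345 and 302), with the authors' deposited values (467 and 309), with the processed signal scaled to the 75th percentile (1220 and 615) and without normalization between arrays (302 and 13). At 4 h it was the opposite in the absence of normalization alone (5815 and 14). At 1 h it was near even with the processed signal, where 105 of 212 were higher. The count at 1 h was 35 and 31 without WT replicate 1 and 2, and 538 without Δ*ssaA* replicate 2. At 4 h it was 124 without WT replicate 1, 121 without Δ*ssaA* replicate 1 and 787 without WT replicate 2, and at 22 h 397 and 387 without Δ*ssaA* replicate 1 and 2. At 1 h the mRNAs with the largest rises, ranked as at 0 h, were slr1285 (log2 FC 1.30, SE 0.20, adjusted *p* = 0.00993), slr7101 (log2 FC 1.26, SE 0.23, adjusted *p* = 0.0159) and slr0093 (log2 FC 1.22, SE 0.13, adjusted *p* = 8.47e-04), and the largest falls were those of *atpH* (log2 FC -2.03, SE 0.37, adjusted *p* = 0.0158), *atpI* (log2 FC -1.98, SE 0.35, adjusted *p* = 0.0154) and *atp1* (log2 FC -1.89, SE 0.31, adjusted *p* = 0.0121). Without WT replicate 1 or 2, the calls of slr1285 (1.32, 1.27), slr7101 (1.29, 1.23), *atpH* (-1.99, -2.06) and *atpI* (-2.02, -1.95) were lost, that of *atp1* without WT replicate 2 (-1.60), and that of slr7101 also without background correction (0.44). At 4 h, sll1694 (log2 FC 1.84, SE 0.24, adjusted *p* = 0.00173), sll1695 (log2 FC 1.78) and sll1543 (1.64) were highest in Δ*ssaA*. The largest falls at 4 h were those of slr2094 (log2 FC -2.17, SE 0.33, adjusted *p* = 0.00350), *psaM* and *cpcB* (log2 FC -1.66, SE 0.48, adjusted *p* = 0.0364), and the call of *cpcB* was lost without WT replicate 1 (-0.96), Δ*ssaA* replicate 1 (-1.85) or Δ*ssaA* replicate 2 (-1.48). At 22 h, sll0846 (log2 FC 2.03, SE 0.27, adjusted *p* = 7.86e-04), and slr2075 (1.97) were highest, and slr1634 (log2 FC -2.80, SE 0.17, adjusted *p* = 4.04e-06), slr0447 (log2 FC -2.16) and slr0376 (-2.12) lowest in Δ*ssaA*. For sll1999, also among the highest, no size is given, since it was above background in 0 of the 2 WT arrays.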

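From 0 h to 1 h after the addition of nitrogen, 100 features changed past the threshold in WT (61 up and 39 down) and 270 in Δ*ssaA* (146 up and 124 down). From 0 h to 4 h these numbers were 480 in WT (295 up, 185 down) and 521 in Δ*ssaA* (299 up, 222 down), and from 0 h to 22 h they were 2015 in WT (1202 up, 813 down) and 2360 in Δ*ssaA* (1401 up, 959 down). Without normalization between arrays, the counts in WT were 0, 21 and 4790 and those in Δ*ssaA* 0, 25 and 6577, and at 4 h most of them were down (21 in WT and 21 in Δ*ssaA*). The larger number of features up than down at 22 h was reversed in both strains with the processed signal scaled to the 75th percentile (1707 up and 2404 down in WT, 1602 and 2060 in Δ*ssaA*), with the authors' deposited values (1267 and 1381, 1200 and 1220) and without normalization (222 and 4568, 168 and 6409). With the processed signal it was also reversed at 1 h in WT (49 and 80) and Δ*ssaA* (59 and 114) and at 4 h in Δ*ssaA* (275 and 288). At 1 h in Δ*ssaA* it was reversed with quantile normalization (136 and 139), with the authors' deposited values (124 and 129) and at an adjusted *p* of at most 0.01 (47 and 62) as well. The count for WT at 1 h was 173 with a culture block and 35 to 49 with any 1 of its 4 arrays left out. For WT at 4 h, it was 100 without replicate 1 of 4 h, 886 without replicate 2 of 4 h and 152 or 154 without a replicate of 0 h. For Δ*ssaA* at 1 h, it was 1184 without replicate 1 of 1 h, 129 without replicate 2 of 1 h, and 87 or 98 without a replicate of 0 h.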

Comparison of transcript profiles indicated that only few genes were activated or repressed in the early phase of recovery, whereas 22 h after addition of nitrogen, numerous genes responded, most of which were upregulated (Additional file 1: Figure S9).

Normalized expression values of selected groups of functionally related genes have been standardized to be able to compare the expression patterns changes of genes with different expression levels and are further depicted in time courses in Fig. 5a-f. 

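The 8 genes of the ATP synthase operon with an mRNA feature on the array are *atp1* (sll1321), *atpI* (sll1322), *atpH* (ssl2615), *atpG* (sll1323), *atpF* (sll1324), *atpD* (sll1325), *atpA* (sll1326) and *atpC* (sll1327). They were tested as a group with fry of the limma package, with Benjamini-Hochberg adjustment over 13 comparisons, and the group is called at an adjusted *p* of at most 0.05, whatever its mean log2 FC. In WT, their mean log2 change from 0 h was 0.47 at 1 h (adjusted *p* = 0.264), 1.23 at 4 h (adjusted *p* = 0.0115) and 2.58 at 22 h (adjusted *p* = 1.83e-04). All 8 genes rose at each time point, except that without normalization between arrays 4 of them fell at 1 h and 4 at 4 h. Relative to the median feature of that scaling, with changes of -0.22 at 1 h and -0.82 at 4 h, all 8 rose. Without WT replicate 1 of 4 h the mean change at 4 h was 0.65, and without replicate 2 it was 1.82. With camera and an estimated correlation between the genes in place of fry, no comparison of this group was called (adjusted *p* = 0.215 where fry gave a call).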

In WT cells transcriptional upshift of ATP synthase genes was seen already 1 h after nitrogen addition and continued for whole recovery phase (Fig. 5a). 

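In Δ*ssaA*, the mean log2 change of the 8 ATP synthase genes from 0 h was -0.016 at 1 h (fry, adjusted *p* = 0.945), a value whose sign changed in several fits (such as 0.21 without background correction) and with single arrays left out (up to 0.0060), and 1.16 at 4 h (adjusted *p* = 0.0118). At 0 h the mean of the group was already lower in Δ*ssaA* than in WT, by a log2 FC of -1.10 (range over the genes -1.30 to -0.84; adjusted *p* = 0.0119). The difference was -1.59 at 1 h (-2.03 to -1.13; adjusted *p* = 0.00338) and -1.17 at 4 h (-1.50 to -1.02; adjusted *p* = 0.0115). Single genes past the threshold numbered 1 at 0 h, 8 at 1 h and 8 at 4 h. The mean without normalization between arrays was 0.088 at 0 h and 0.39 at 4 h, and relative to the median feature of that scaling it was -1.03, -1.52 and -1.02 at 0, 1 and 4 h. The call at 0 h was lost without WT replicate 2 (-1.03), and at 4 h the mean was -0.59 without WT replicate 1 and -1.76 without WT replicate 2. The difference between the strains in the change from 0 h was -0.49 at 1 h (adjusted *p* = 0.352) and -0.076 at 4 h (adjusted *p* = 0.918), neither called. At 4 h the sign of this difference rests on single WT arrays, being 0.51 without replicate 1 and -0.66 without replicate 2.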

In Δ*ssaA,* upregulation of *atp* transcripts was delayed, keeping *atp* transcripts at low levels for the first 4 h. However, these differences between both strains vanished after 22 h of recovery (Fig. 5a). Likewise, the transcriptional upshift of ribosomal subunits was delayed in Δ*ssaA* (Fig. 5b).

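At 22 h, the mean log2 FC of the 8 ATP synthase genes between Δ*ssaA* and WT was 0.40 (range 0.21 to 0.60; fry, adjusted *p* = 0.280), and 0 single genes were past the threshold in limma's test (0 with an unadjusted *p* under 0.05). All 8 were higher in Δ*ssaA*, or 7 of 8 with quantile normalization, with the processed signal and with the authors' deposited values. From 0 h to 22 h the group rose by 4.08 in Δ*ssaA* (adjusted *p* = 1.12e-05). This rise was larger than that in WT by 1.50 (adjusted *p* = 0.0122 for the interaction). Among the single genes, the interaction was past the threshold for *atpG* (1.72, SE 0.38, adjusted *p* = 0.0446). That call was lost with any 1 of the 8 arrays left out (1.64 to 1.79), with quantile normalization (1.25), with the processed signal (1.37) and without normalization between arrays (1.27).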

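For 3 genes of ribosomal proteins, *rpsD* (slr0469), *rplQ* (sll1819) and *rpsI* (sll1822), the array feature could be identified by name, and the rest of the group was not analysed here. They were found through the part of the paper's additional table at hand, the listed features with the lowest level in Δ*ssaA* relative to WT at 0 h, and were lower in Δ*ssaA* at 0 h (-0.49, -0.26 and -0.42), a selection that raises their change from 0 h in Δ*ssaA* relative to WT. In WT their log2 changes from 0 h were 0.26 to 0.72 at 1 h and 0.47 to 1.70 at 4 h, and in Δ*ssaA* 0.26 to 0.57 and 0.72 to 1.89. The changes differed between the strains (Δ*ssaA* minus WT) by -0.15 to 0.0010 at 1 h and by 0.19 to 0.44 at 4 h, and 0 of the 3 interactions was past the threshold in limma's test at either time (0 with an unadjusted *p* under 0.05). Leaving out WT replicate 1 of 4 h gave differences at 4 h of 0.70, 0.48 and 0.78 for *rpsD*, *rplQ* and *rpsI*, and leaving out replicate 2 gave -0.31, 0.038 and 0.097, so the sign for *rpsD* changed. At 1 h each of the 3 changed sign with single arrays left out (-0.34 to 0.037, -0.33 to 0.33 and -0.60 to 0.56). The sign of the mean difference at 1 h changed with quantile normalization (0.10), with the processed signal (0.014) and with the authors' deposited values (0.10). At 22 h, *rpsD* had a higher level in Δ*ssaA* (log2 FC 1.16, SE 0.28, adjusted *p* = 0.0149), as had *rplQ* (log2 FC 0.88, adjusted *p* = 0.0135) and *rpsI* (0.71, adjusted *p* = 0.148). The adjusted *p*-value of *rplQ* rose above 0.05 with any of the 4 arrays left out (0.85 to 0.91), and that of *rpsD* without WT replicate 1 (1.02) or without either Δ*ssaA* array (1.18, 1.13). With the processed signal (1.10) and without normalization (2.14) *rplQ* was past the fold change threshold as well. The adjusted *p*-value of *rpsI* fell below 0.05 with the processed signal (0.95). The interaction at 22 h was 1.65 for *rpsD* (SE 0.39, adjusted *p* = 0.0536), short of the threshold, and past it with quantile normalization (1.93), the processed signal (2.18), the median over probes (1.77), the authors' deposited values (1.81) and a culture block (1.65). For *rplQ* it was 1.13 (adjusted *p* = 0.0666). It was past the threshold with quantile normalization (1.33), the processed signal (1.61), the authors' deposited values (1.24) and a culture block (1.13). For *rpsI* the interaction at 22 h was 1.13, also short of the threshold.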

**Fig. 5:**
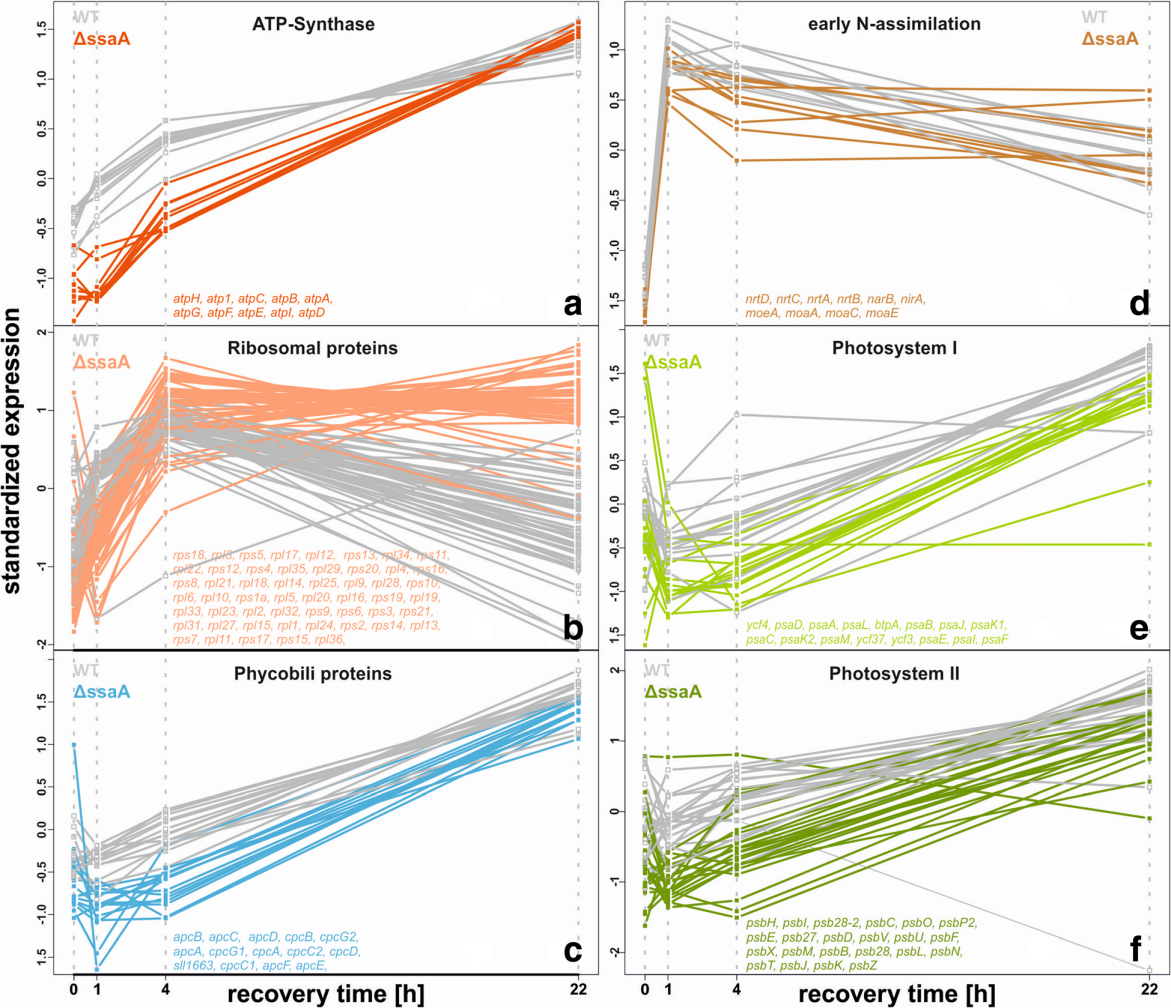
Temporal response of functional groups to nitrogen re-addition in the WT and Δ*ssaA*. Transcriptional profile of genes related to ATP synthase (**a**), ribosomal proteins (**b**), phycobili proteins (**c**), early nitrogen assimilation (**d**), PSI (**e**) and PSII (**f**) are grouped respectively. (x-axis) time after nitrogen addition. (y-axis) standardized normalized gene expression. To be able to compare the dynamics of the different genes in one plot the expression levels were standardized gene wise for both strains together, so that the average expression value is 0 and the standard deviation is one. WT expression is shown in grey and colored for Δ*ssaA*. The color code refers to the displayed functional categories (red: ATP-synthase, salmon: Ribosomal proteins, cyan: Phycobili- proteins, brown: N-assimilation, light green: Photosystem I, dark green: Photosystem II). For comparability the same color code is used in (Figs. S7-9). The genes which are plotted for each group are indicated in each sub-figure

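Of the genes for photosystem I, photosystem II and the phycobilisome, 18 could be matched to array features by name, 3 for PSI, 8 for PSII and 7 for the phycobilisome. They were found through the part of the paper's additional table at hand, the 438 of 8819 listed features with the lowest level in Δ*ssaA* relative to WT at 0 h, so they are not a random sample of these groups and their lower level at 0 h is a result of this selection. All 18 were lower in Δ*ssaA* than in WT at 0 h (log2 FC -0.86 to -0.28), at 1 h (-1.83 to -0.29) and at 4 h (-2.09 to -0.040), except that without normalization between arrays only 2, 17 and 7 of the 18 were lower. Relative to the median feature of that scaling, all 18 were lower at each of these times. In limma's test, 0 genes were past the threshold at 0 h (5 with an unadjusted *p* under 0.05), 2 at 1 h and 10 at 4 h. These counts were chosen for report after the data were examined. With quantile normalization, 1 gene was past the threshold at 0 h and 5 were at 1 h, and without normalization between arrays 0 were at any time. Leaving out WT replicate 1 or 2 of 1 h left 0 genes past the threshold at 1 h. At 4 h, 1 gene was past it without WT replicate 1, 1 without Δ*ssaA* replicate 1 and 4 without Δ*ssaA* replicate 2. The changes from 0 h to 1 h and to 4 h differed between the strains past the threshold for 0 of the 18 genes in limma's interaction test (unadjusted *p* under 0.05 for 0 at 1 h and 2 at 4 h), with 17 and 16 of the 18 differences negative.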

During the first 4 h after nitrogen repletion many genes encoding proteins for the major photosynthetic complexes photosystem I (*psa* genes*,* Fig. 5e), photosystem II (*psb* genes, Fig. 5f) and light harvesting phycobilisome antenna genes (Fig. 5c) produced less transcripts in Δ*ssaA* than in WT. After 22 h of recovery these effects were not that clear anymore. 

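At 22 h, 17 of the 18 matched genes for the photosynthetic complexes were lower in Δ*ssaA* than in WT (log2 FC -1.43 to 0.14) and 6 were past the threshold. With quantile normalization and with the authors' deposited values 14 were lower and 0 past the threshold, and without normalization between arrays 5 were lower, or 14 relative to the median feature. From 0 h to 22 h all 18 rose past the threshold, by 1.07 to 4.98 in WT and by 1.15 to 4.22 in Δ*ssaA*, except that without normalization 3 of them fell in WT and 1 in Δ*ssaA*. The difference between the strains in this change was past the threshold for 0 of the 18 in limma's interaction test (4 with an unadjusted *p* under 0.05). It was negative for 14 of the 18, but for 2 of 18 with quantile normalization and with the authors' deposited values.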

For genomic context of *apc* and *cpc* operons*,* see Additional file 1: Figure S10. Altogether, the transcriptomics data is in good agreement with the delayed physiological response of the mutant as reflected by the data shown in Figs. 2 and 3.

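To set the arrays of both strains on one scale, each array was placed on an axis that runs along the mean change of the WT from 0 h (position 0) to 22 h (position 1), by projecting its 8778 features with a value in every array onto that change. This axis was chosen after the data were examined. WT arrays had a mean position of 0.186 ± 0.051 at 1 h, 0.335 ± 0.164 at 4 h and 1 ± 0.033 at 22 h (SD, n = 2 each). The positions of Δ*ssaA* were -0.143 ± 0.038 at 0 h, -0.0055 ± 0.160 at 1 h, 0.012 ± 0.046 at 4 h and 0.741 ± 0.024 at 22 h (SD, n = 2 each). For 100 arrays simulated without any change, positions were 0.0174 to 0.0380. Their noise was drawn for each feature on its own, so this range leaves out variation that the features of an array share. It is too narrow to judge real arrays, as the Δ*ssaA* replicates of 1 h lay at -0.119 and 0.108. The gap between the strains was -0.143, -0.191, -0.323 and -0.259 at 0, 1, 4 and 22 h. At 1 h the gap was smaller than the distance between the Δ*ssaA* replicates, and it was -0.078 without Δ*ssaA* replicate 1 and -0.305 without Δ*ssaA* replicate 2. With single arrays left out, the gap at 4 h ranged from -0.439 to -0.207. The lowest and highest of these at 4 h came without WT replicate 2 (-0.439) and without WT replicate 1 (-0.207). The gaps without normalization between arrays were -0.558, -0.761 and -0.429 at 0, 4 and 22 h. In that scaling the median feature changed by -1.27 from 0 h to 22 h in WT. It was higher in Δ*ssaA* than in WT by 1.12, 1.41 and 0.60 at 0, 4 and 22 h. Brighter arrays therefore lie further back on that axis, and these larger gaps are not separate evidence of a delay. Taking the array data together, the paper sets them beside the delayed physiological response of the mutant in Figs. 2 and 3.

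**Figure D1:**
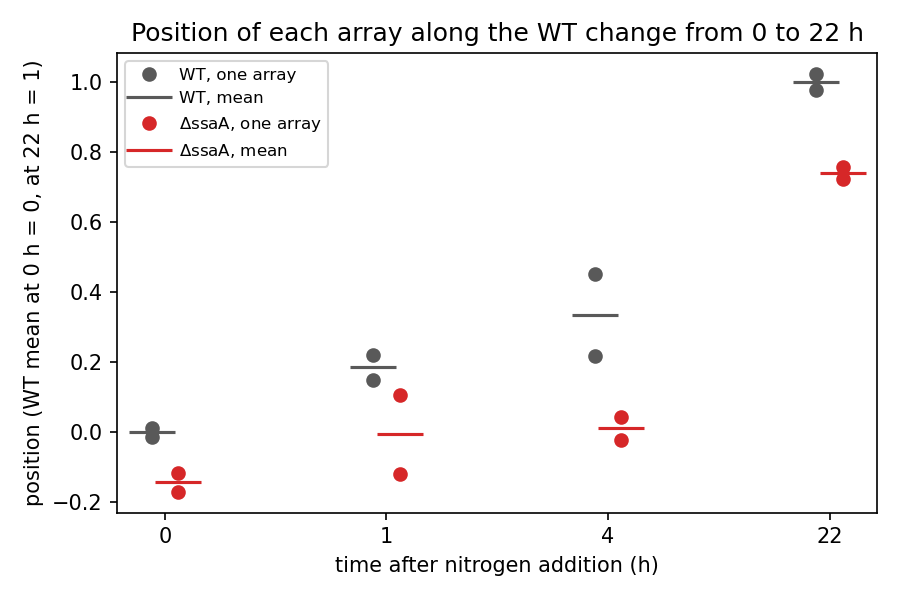
Position of each of the 16 arrays on the recovery axis (y-axis; 0 is the WT mean at 0 h and 1 the WT mean at 22 h) against the time after the addition of nitrogen (x-axis), with points for single arrays and horizontal bars for the mean of each strain. At 22 h the Δ*ssaA* arrays have a mean position of 0.741.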

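Of the genes for nitrate uptake and early assimilation, *nrtA* (sll1450) and *nirA* (slr0898) could be matched to array features by name. Between 0 h and 1 h, the *nrtA* mRNA rose by 2.99 on the log2 scale in WT (SE 0.25, limma, adjusted *p* = 5.19e-05) and by 3.35 in Δ*ssaA* (SE 0.25, adjusted *p* = 2.03e-05). The rise of *nirA* was 2.86 in WT (SE 0.18, adjusted *p* = 5.07e-06) and 3.48 in Δ*ssaA* (SE 0.18, adjusted *p* = 1.68e-06). At 4 h the change from 0 h was 2.43 and 2.73 for *nrtA* and 2.82 and 3.19 for *nirA*, in WT and Δ*ssaA*. At 22 h it was 1.41 and 1.83 for *nrtA* and 1.76 and 2.66 for *nirA*. All of these were past the threshold, but without normalization between arrays all calls except that of *nirA* in Δ*ssaA* at 4 h were lost, and *nrtA* was lower in WT at 22 h than at 0 h (-0.38).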

Notably, levels of important ‘marker’ transcripts of nitrogen recovery encoding components of the nitrate uptake (*nrtABCD*) and early assimilation machinery (*narB*, *nirA*, *moaACE*) increased rapidly in both strains (Fig. 5d). Over the complete period, abundance of e.g. nitrate reductase encoding *nirA* kept stable in the mutant, whereas a moderate decline after the first hour was observed for all transcripts in the WT and likewise – for the majority of this group – in Δ*ssaA* (Fig. 5d).

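The mean normalized log2 level of *nirA* in Δ*ssaA* was 11.09 ± 0.081 at 0 h, 14.57 ± 0.14 at 1 h, 14.28 ± 0.13 at 4 h and 13.75 ± 0.17 at 22 h (SD, n = 2 each). In WT it was 11.59 ± 0.16, 14.46 ± 0.096, 14.41 ± 0.36 and 13.35 ± 0.19 at the same times. For *nrtA* the levels were 11.59 ± 0.072, 14.58 ± 0.13, 14.02 ± 0.52 and 13.00 ± 0.39 in WT and 10.99 ± 0.085, 14.35 ± 0.40, 13.73 ± 0.0013 and 12.83 ± 0.13 in Δ*ssaA*. From 1 h to 22 h, both genes fell in both strains by more than the SD of either time point. The change from 0 h to 22 h did not differ between the strains past the threshold in limma's interaction test (0.42 for *nrtA*, adjusted *p* = 0.563; 0.90 for *nirA*, adjusted *p* = 0.0918), except for *nirA* with the processed signal scaled to the 75th percentile (1.25).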

For possible transcriptional regulators, we focused on genes encoding the regulatory σ factors. The *sigA* transcript (encoding primary σ factor SigA) was upregulated in Δ*ssaA* compared to WT after 4 h of recovery, while transcripts for group 2 σ factors SigB and SigC were slightly up at all time points in the mutant. 

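For *sigA* (slr0653), the log2 FC of Δ*ssaA* relative to WT was -0.47 at 0 h, -0.48 at 1 h, 0.64 at 4 h (SE 0.31, limma, adjusted *p* = 0.166) and -0.65 at 22 h. Both Δ*ssaA* arrays were above both WT arrays at 4 h, and the difference was 2.22 and past the threshold without normalization between arrays. The change from 0 h to 4 h was larger in Δ*ssaA* by 1.11 (adjusted *p* = 0.720), short of the threshold. At 22 h, *sigA* was past the threshold without WT replicate 2 (-1.27), and without WT replicate 1 the value was -0.026. In the absence of normalization between arrays its signs at 0, 1 and 22 h changed (0.72, 0.049 and 0.32). The *sigC* mRNA (sll0184) was higher in Δ*ssaA* by 0.63 at 0 h (adjusted *p* = 0.156), 0.59 at 1 h (adjusted *p* = 0.162), 0.84 at 4 h (SE 0.24, adjusted *p* = 0.0369) and 0.53 at 22 h (adjusted *p* = 0.150), with both Δ*ssaA* arrays above both WT arrays each time. At 4 h, its adjusted *p*-value rose above 0.05 without WT replicate 1 (0.72), Δ*ssaA* replicate 1 (0.80) or Δ*ssaA* replicate 2 (0.89) and without background correction (0.67), and without normalization between arrays the fold change threshold was passed too (2.34). It fell below 0.05 at 1 h without Δ*ssaA* replicate 2 (0.98; 0.20 without Δ*ssaA* replicate 1) and at 22 h with quantile normalization (0.86), the processed signal (1.47) and the authors' deposited values (0.91). No array feature could be matched to *sigB*, which was not analysed here.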

Levels of *sigG*, encoding an ECF-type σ factor, were slightly down (Fig. 6a-g). 

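The log2 FC of *sigG* (slr1545) was -0.95 at 0 h (SE 0.23, limma, adjusted *p* = 0.0553), -1.59 at 1 h (adjusted *p* = 0.00669), -1.53 at 4 h (adjusted *p* = 0.00356) and -1.59 at 22 h (adjusted *p* = 0.00150). At each time point both Δ*ssaA* arrays were below both WT arrays. The call at 1 h was lost without WT replicate 1 (-1.54) or 2 (-1.63). At 0 h the adjusted *p*-value was below 0.05 without background correction (-0.89), with quantile normalization (-1.04), with the median over probes (-1.10) and with the authors' deposited values (-0.97). Without normalization between arrays, the sign at 0 h changed (0.17).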

Note that the mRNA accumulation of σ factor encoding genes cannot be considered a measure of σ factor recruitment by RNAP, but rather an effect of the latter.

**Fig. 6:**
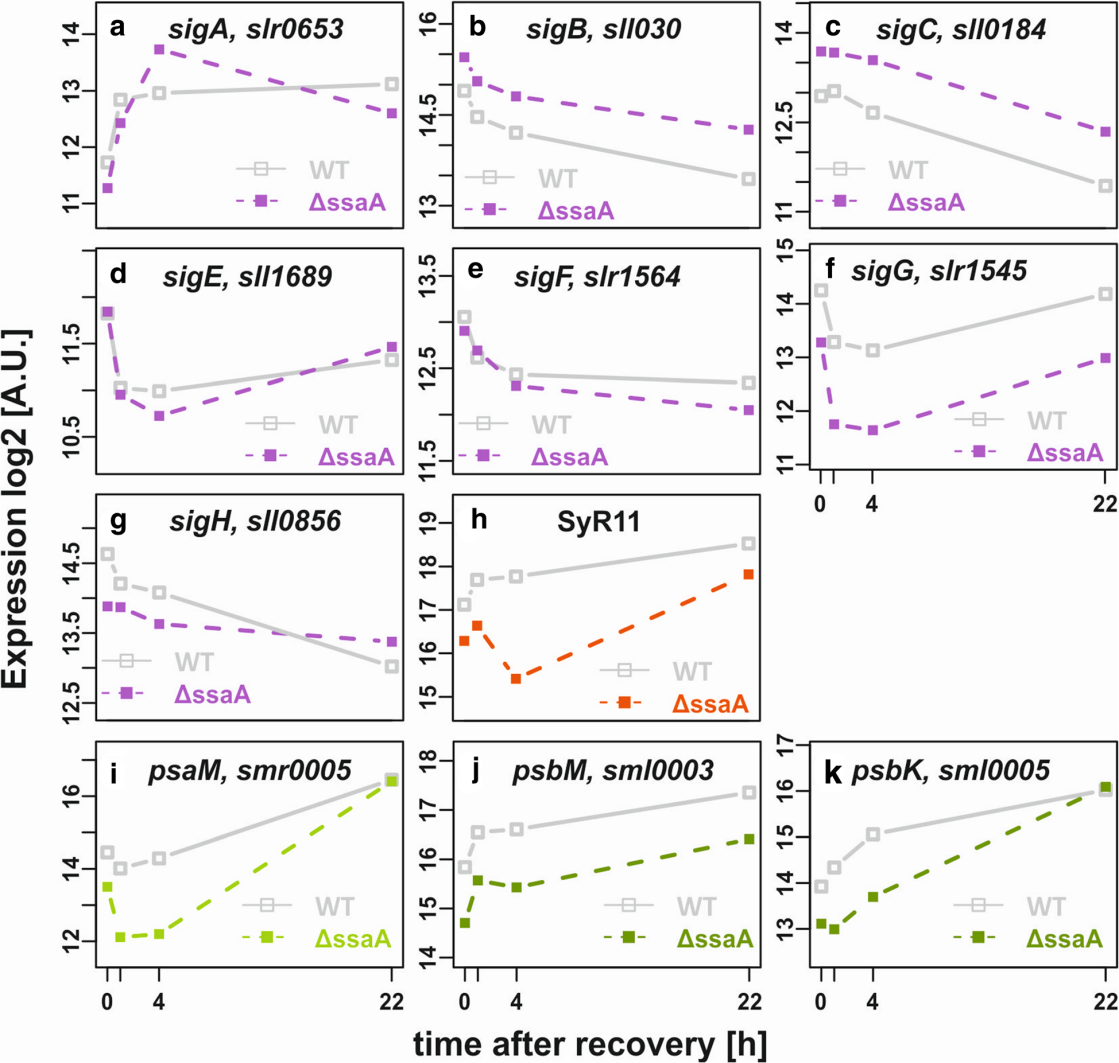
Temporal response of selected genes to nitrogen re-addition. Transcriptional profile of σ factors including group 1 σ factor SigA (**a**), group 2 σ factors SigB (**b**), SigC (**c**) and SigE (**d**) and group 3 σ factors SigF (**e**), SigG (**f**) and SigH (**g**) as well as of sRNA SyR11 (**h**). Representative mRNAs encoding photosystem genes (*psaM* (**i**); *psbK* (**j**) and *psbM* (**k**)) are shown to resolve the global effects illustrated in Fig. 5 exemplarily. (x-axis) time after nitrogen addition. (y-axis) normalized log2 expression. WT expression is shown in grey and Δ*ssaA* expression is color coded regarding to the color code in the scatter plots (Figs. S7-9)

In addition to protein-coding genes, a few small non-coding RNAs (sRNAs) showed altered levels in the mutant, including the previously characterized PmgR [45], NsiR4 and PsrR1 [11], as well as several hypothetical riboregulators that were identified by differential RNA sequencing (dRNA-seq) [46]. Among these transcripts, SyR11 exhibited the most diverging accumulation kinetics (Fig. 6h; see also Northern Blot validation in Additional file 1: Figure S11). Additionally, Fig. 6i-k illustrate the mRNA abundances of three exemplarily selected transcripts (*psaM, psbK, psbM*) of PSI and PSII, revealing the decelerated upregulation of components of the photosynthetic apparatus in Δ*ssaA* in detail.

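Of the 600 NC features on the array, 19 were past the threshold between the strains at 1 h (2 higher and 17 lower in Δ*ssaA*), 75 at 4 h (7 and 68) and 88 at 22 h (18 and 70). NC-182 and NC-144, which lie in the deleted *ssaA* gene, are among the lower ones at each time. The features of PmgR, NsiR4 and PsrR1 could not be identified by name and were not analysed here.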

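For SyR11 (NC-251; a probe at 2347301 to 2347360 of the chromosome), the log2 FC of Δ*ssaA* relative to WT was -0.54 at 0 h (adjusted *p* = 0.147), -1.08 at 1 h (SE 0.20, limma, adjusted *p* = 0.0179), -2.12 at 4 h (SE 0.25, adjusted *p* = 0.00133) and -1.38 at 22 h. The level of WT replicate 2 at 22 h (19.50) is above the highest signal the scanner recorded on that array (19.15), so the size at 22 h is partly extrapolated by the normalization. The call at 1 h was lost without WT replicate 1 (-1.18), WT replicate 2 (-0.99) or Δ*ssaA* replicate 1 (-0.89) and with the processed signal scaled to the 75th percentile (-1.51). At 0 h the adjusted *p*-value fell below 0.05 with quantile normalization (-0.86) and with the authors' deposited values (-0.84). At 22 h the log2 FC was short of the fold change threshold with quantile normalization (-0.72) and with the authors' deposited values (-0.71). From 0 h to 4 h SyR11 fell in Δ*ssaA* (-1.20) and not in WT (0.39), and the 2 changes differed by -1.58 (SE 0.32, adjusted *p* = 0.360 for the interaction), short of the threshold. WT replicate 1 of 4 h has no value, because its spots were marked as outliers, so the values at 4 h rest on 1 WT array. With the spots marked as outliers kept, the log2 FC at 4 h was -2.36 and the difference of the change -1.82.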

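The *psaM* mRNA (smr0005) had a log2 FC between Δ*ssaA* and WT of -0.74 at 0 h, -1.83 at 1 h (SE 0.35, limma, adjusted *p* = 0.0179), -2.09 at 4 h (SE 0.35, adjusted *p* = 0.00514) and -0.75 at 22 h (adjusted *p* = 0.161). Values for *psbK* (sml0005) were -0.52, -1.24 (SE 0.27, adjusted *p* = 0.0278), -1.43 (adjusted *p* = 0.00793) and -0.59 (adjusted *p* = 0.147). Those for *psbM* (sml0003) were -0.70, -0.79, -1.10 (SE 0.28, adjusted *p* = 0.0237) and -1.40 (adjusted *p* = 0.00642). For all 3 genes and at all 4 time points, both Δ*ssaA* arrays were below both WT arrays. Without WT replicate 1 or 2 the calls at 1 h were lost for *psaM* (-1.51, -2.15) and *psbK* (-1.35, -1.14), and *psbM* was past the threshold at 1 h without Δ*ssaA* replicate 2 (-1.22), but not without Δ*ssaA* replicate 1 (-0.37). At 4 h, the *psbK* call was lost without WT replicate 1 (-0.89) or Δ*ssaA* replicate 1 (-1.38), and that of *psbM* without WT replicate 1 (-0.80), Δ*ssaA* replicate 1 (-0.93) or Δ*ssaA* replicate 2 (-1.26). With quantile normalization (-0.97) and the authors' deposited values (-0.95) *psbM* at 22 h was short of the threshold. The change from 0 h to 4 h differed between the strains by -1.35 for *psaM* and -0.91 for *psbK* (adjusted *p* = 0.720 and 0.720 for the interaction), and the latter was past the threshold without WT replicate 2 (-1.44) and -0.38 without WT replicate 1. Without normalization between arrays, the signs at 0 h changed for *psaM* (0.16) and *psbK* (0.34), and those at 22 h for *psaM* (0.51) and *psbK* (0.68). The sign of *psbK* at 22 h also changed with quantile normalization (0.069) and with the authors' deposited values (0.068).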

### 6S RNA influences the allocation of SigA, SigB, SigC and SigE in the RNA polymerase holoenzyme

We next studied if the absence of 6S RNA influences the content of the primary or group 2 σ factors and/or recruitment of different σ factors by the RNAP core to form the holoenzyme during nitrogen starvation and recovery phase. To that end, the γ-subunit of RNAP core was replaced with His-tagged γ-subunit in WT and Δ*ssaA* as described recently for a non-motile *Synechocystis* 6803 strain [47]. The WT RNAP-His and Δ*ssaA* RNAP-His strains were grown under standard conditions or subjected to nitrogen depletion for 6 days; recovery samples were taken 1 h, 4 h or 22 h after nitrogen addition. The His-tagged RNAP complexes were collected from one-half of each sample and the soluble proteins were isolated from the other half.

To measure possible changes in SigA content and/or in recruitment efficiencies by the RNAP core, isolated soluble proteins and collected RNAP complexes were separate on SDS-PAGE, respectively. Subsequently, the SigA content was detected using a SigA specific antibody [47]. Then membranes were re-probed with the antibody against the α (or β) subunit of the RNAP core and the SigA content was normalized to the RNAP core content. Finally, after each treatment, the amount of SigA was compared to the amount of SigA in cultures from standard (nitrogen replete) conditions. SigA almost vanished from the RNAP holoenzyme during nitrogen depletion in both strains (Fig. 7a), but SigA protein content decreased by only 65% (Fig. 7b) indicating that the recruitment of SigA by RNAP core reduced more drastically than SigA content. After nitrogen addition, RNAP core progressively recruited more SigA (Fig. 7a). The recovery of the SigA recruitment occurred more slowly in Δ*ssaA* than in WT (Fig. 7a), although the SigA content increased more rapidly during recovery in Δ*ssaA* than in WT (Fig. 7b). Poor recruitment of SigA in Δ*ssaA* is an obvious reason for slow activation of household genes in this strain.

**Fig. 7:**
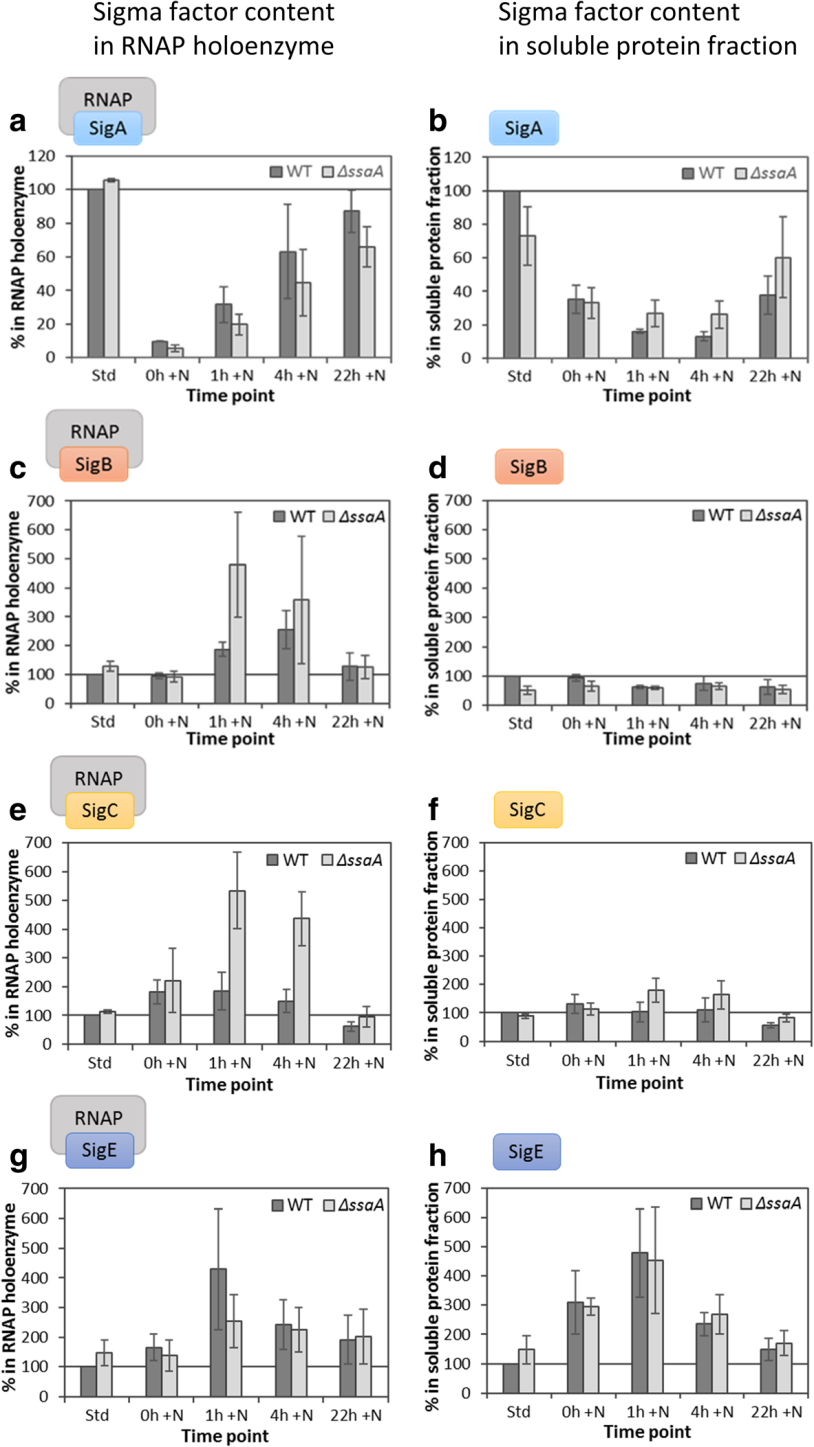
Relative content of different sigma factors (σ) in RNAP holoenzyme (left panel; **a**, **c**, **e**, **g**) and in the soluble protein fraction (right panel; **b**, **d**, **f**, **h**) of WT-RNAP-HIS (WT) and Δ*ssaA*-RNAP-HIS mutant (Δ*ssaA*) strain under standard conditions (Std), under nitrogen deficiency for 6 days (t = 0 h + N) and during recovery (t = 1 h + N, t = 4 h + N and t = 22 h + N). Equal amounts of collected RNAP complexes or soluble proteins were separated on SDS-PAGE, group 1 σ factor SigA (**a**, **b**) and group 2 σ factors SigB (**c**, **d**), SigC (**e**, **f**) and SigE (**g**, **h**) were detected by immunoblot analysis. The σ factor content was normalized to α or β RNAP core subunit. For each σ factor the value of the WT-RNAP-HIS strain at standard conditions (Std) was set to 100 and the other samples were compared respectively. Three independent biological replicates were analyzed and the error bars represent the standard error

When group 2 σ factors were analyzed, using the same method as described for the primary σ factor, the results showed that in nitrogen starved WT cells (0 h + N) both recruited and total SigB remained at the same level as under standard conditions (Fig. 7c and d). Although the total amount of SigB decreased moderately during the recovery period, this σ factor was recruited in particular during the early recovery phase (Fig. 7c and d). In Δ*ssaA,* SigB was more efficiently recruited by RNAP core both under standard conditions and during early recovery than in WT (Fig. 7c and d). Thus, the presence of 6S RNA seems to restrict recruitment of SigB by the RNAP core. Like SigB, SigC was highly recruited during recovery phase, however SigC was already recruited efficiently in nitrogen depleted cells (Fig. 7e and f). Very high levels of SigC recruitment were observed in the mutant strain at early time points of recovery. The amount of SigD was very low or below detection limit in all samples and quantification of SigD results was not possible. Unlike the other σ factors, the SigE protein content was clearly higher in nitrogen depleted samples, which was also observed in samples from the early recovery phase. Increased SigE content resulted in enhanced recruitment of SigE during nitrogen recovery, especially in early phase (Fig. 7g and h).

## Discussion

### 6S RNA promotes the recovery process from N starvation

The acclimation processes of cyanobacteria to changing nitrogen availability are underlain by a complex regulatory network, involving signal-driven transcriptional regulons and differential σ factor activity, refined with a layer of sRNA-mediated post-transcriptional regulation [48–50].

Here we demonstrate that the cyanobacterial 6S RNA homologue plays a role within the transcriptional response during recovery from nitrogen depletion. The Δ*ssaA* mutant of *Synechocystis* 6803 showed a more sustained bleaching phenotype linked with a generally decelerated transcriptional and physiological response during recovery. Thus, within this gradual acclimation process 6S RNA containing cells have a substantial selective advantage over cells missing 6S RNA. On the other hand, overproduction of 6S RNA in *Synechocystis* 6803 did not accelerate recovery from nitrogen starvation, suggesting that this riboregulator is not a limiting factor in the native acclimation system.

The behavior of 6S RNA during nitrogen-deficiency-induced bleaching and subsequent recovery in *Synechocystis* 6803 differs from that reported for stationary phase in heterotrophic bacteria. In *Synechocystis* 6803, 6S RNA increases only slightly during nitrogen starvation (Fig. 4a) and 6S RNA is quite abundant under standard conditions [46, 51]. For the cyanobacterium *Synechococcus* sp. PCC 6301 it has been reported previously, that 6S RNA levels decrease during stationary phase [31]. In *E. coli,* 6S RNA molecules enrich 10-fold from early exponential growth phase to late stationary phase [19] and binding of RNAP-σ^70^ holoenzyme to 6S RNA keeps the RNAP-σ^70^ holoenzyme complex abundant although it becomes inactive. The importance of the regulatory function of 6S RNA in *E. coli* is obvious as deletion of 6S RNA affects expression of ~ 800 genes in stationary phase. Contrary to that, 6S RNA might play only a minor role in nitrogen starved *Synechocystis* 6803 cells as only very few genes show different expression in nitrogen starved WT and Δ*ssaA* cells (Additional file 1: Figure S6). Furthermore, the amount of the RNAP-SigA complex drastically reduces during nitrogen starvation in *Synechocystis* 6803 indicating that formation of inactive RNAP-SigA-6S RNA holoenzyme complexes is not the main regulatory mechanism behind reduced transcription of household genes. It is possible that 6S RNA exhibits some functional diversity within different bacterial phyla. Interestingly, *Bacillus subtilis* produces two different 6S RNAs, 6S-1 RNA and 6S-2 RNA [52]. The 6S-1 RNA (*bsrA*) is highly upregulated in stationary phase just like 6S RNA in *E. coli* while 6S-2 RNA (*bsrB*) transcript level decrease towards stationary phase [53]. Therefore, *Synechocystis* 6803 6S RNA possibly resembles 6S-2 RNA in matters of transcriptional regulation.

In accordance with the physiological data, transcriptome profiling demonstrated that particularly genes encoding ATP synthase, PSI and PSII and phycobilisomes as well as the translational machinery were overall negatively affected by the absence of 6S RNA during recovery from nitrogen starvation. The resuscitation process from severe long-term nitrogen starvation has recently been described in detail for *Synechocystis* 6803 by Klotz and co-workers [43]. The recovery process from nitrogen starvation can be divided into two phases. Phase 1 is characterized by regeneration of basic cellular functions, including respiration, translation and nitrogen assimilation, which could be clearly confirmed by our transcriptome study. Here, certainly expression of ATP synthase and ribosomal genes showed a delay of general upshift from 1 h to 4 h after nitrogen addition in the Δ*ssaA* mutant. The kinetics of photosynthesis-related mRNA accumulation further emphasizes the generally delayed recovery: the early phase 2 response, which is partially initiated after 4 h in WT, rather arises later in the mutant, largely approaching WT levels after 22 h. Moreover, due to delayed transcriptional activation of phase 1 and phase 2 genes, recovery of physiological processes like phycobilisome reassembly, photosynthetic activity and glycogen degradation were delayed in Δ*ssaA*.

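For *amt1* (sll0108), which encodes an ammonium transporter, the log2 FC of Δ*ssaA* relative to WT on the arrays was -0.37 at 0 h, -0.17 at 1 h, 0.044 at 4 h and -0.64 at 22 h. The value at 22 h had an adjusted *p*-value below 0.05 (SE 0.18, limma, adjusted *p* = 0.0309) but was below the fold change threshold. That *p*-value rose above 0.05 without WT replicate 1 (-0.34), Δ*ssaA* replicate 1 (-0.62) or Δ*ssaA* replicate 2 (-0.66), without background correction (-0.50), with quantile normalization (-0.37), with the processed signal (-0.52) and with the authors' deposited values (-0.34), and the sign changed without normalization between arrays (0.58). At 4 h *amt1* was past the threshold in the absence of normalization (1.36). For *sigE* (sll1689), the σ factor gene, the values were -0.018, -0.13, -0.35 and 0.16 at 0, 1, 4 and 22 h. The largest of these, at 4 h, had an adjusted *p* = 0.190, and without normalization between arrays it was 1.24 and its adjusted *p*-value was below 0.05. The array features of *glnA* and *glnB* could not be identified by name and were not analysed here.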

Our results show that 6S RNA has an effect on the recruitment of σ factors especially during early recovery from nitrogen depletion but does not affect expression of NtcA controlled genes like *amt1*, *glnA*, *glnB* or *sigE*, indicating an additional regulatory circuit that acts independently and putatively supplementary to the well-characterized PipX-PII-NtcA network [44]. Although none of the group 2 σ factors alone is essential for acclimation to nitrogen deficiency and subsequent recovery, cells without functional group 2 σ factors were more sensitive to nitrogen depletion [40].

During recovery from nitrogen depletion WT cells recruited SigA more efficiently than Δ*ssaA* cells, indicating that SigA recruitment was promoted by 6S RNA when cells switched from nitrogen depletion to repletion.

The amount of RNAP-SigC increased in both strains during nitrogen deficiency and in the beginning of recovery phase. However, the SigC recruitment during the early recovery phase was considerably more pronounced in Δ*ssaA* than in WT. Cells containing SigC as the only functional group 2 σ factor (the Δ*sigBDE* strain) showed a delayed recovery from nitrogen starvation [40] and SigC has been suggested to regulate nitrogen metabolism in stationary phase [54]. Altogether, these results suggest that recruitment of SigC by RNAP core prevent exit of cells from the stress-adapted state.

Likewise, SigB was recruited in larger quantities in Δ*ssaA* at the beginning of recovery. Cells without stress inducible SigB are vulnerable to many stress conditions including heat [55] and high salt [56, 57], and SigB helps to keep photosynthesis active under nitrogen deficiency [40]. It remains to be elucidated which role SigB might play in activation of the *sigA* gene during recovery from nitrogen deficiency induced stationary phase. However, a possible connection can be derived from previous experiments with dark/ light transitions [58].

The amount of SigE increases during nitrogen starvation and early recovery in both strains (Fig. 7h). However, the recruitment of SigE was less efficient in Δ*ssaA* than in WT in the early recovery phase. SigE has been earlier suggested to function in nitrogen stress responses [36, 39], and its role in triggering sugar catabolism is well-characterized [39, 41, 59]. Since *glgX* and *glgP* are positively controlled by SigE [60], the observed effect on SigE recruitment might underlie the decelerated glycogen degradation of the mutant strain. An anti-σ factor, ChlH, has been proposed to inhibit SigE recruitment in a light-dependent manner [61]. Moreover, the sRNA SyR11, which is presumably involved in post-transcriptional activation of *sigE* expression (unpublished results), showed significantly reduced levels in Δ*ssaA*, particularly during early recovery. Therefore, more detailed research on the involvement of integrated post-translational effects and - certainly - riboregulatory events will further disclose the complexity of the cyanobacterial σ factor network during physiological transitions. While not a conspicuous feature in this comparative study, the asRNA slr0653-as4 appears to be a potent inhibitor of *sigA* expression during starvation [43], exemplifying the significance of the RNA-regulatory layer in this process.

## Conclusion

Based on our current knowledge, we postulate a possible mechanism for 6S RNA-dependent regulation within the acclimation process to changing nitrogen supply in *Synechocystis* 6803. Formation of RNAP-SigA holoenzymes drastically decreases during nitrogen deprivation while recruitment of different group 2 σ factors either increases (SigC and SigE) or remains at the same level (SigB and SigD) as under standard conditions. After prolonged nitrogen deficiency, transcription activity is low in general [43], most probably because expression of household genes is depressed due to low formation of RNAP-SigA holoenzymes. During the recovery phase, group 2 σ factors are first to be efficiently recruited by RNAP core, in order to be replaced later on by the primary σ factor. This replacement process appears to be facilitated by 6S RNA. Due to a delayed formation of RNAP-SigA holoenzymes in the Δ*ssaA* strain, activation of many household genes occurs at a slower rate resulting in a decelerated re-synthesis and activation of light harvesting and photosynthetic complexes.

However, comprehensive binding studies and in vitro transcription analysis will be necessary to provide evidence for the direct regulatory impact of 6S RNA on σ factor dynamics in *Synechocystis* 6803. Thus far, this RNA was shown to functionally substitute for its homologue from *E. coli* in vitro, as it binds to *E. coli* RNAP, exhibits inhibitory activity on transcription and serves as a template for pRNA synthesis [28]. According studies of the native system – considering the plurality of group 2 σ factors – will certainly help to elucidate the mechanistic features of 6S RNA mediated transcriptional response to nitrogen availability in cyanobacteria.

## Methods

### Bacterial strains, growth conditions and experimental setup

The *Synechocystis* sp. PCC 6803 strain PCC-M [62] used in this study was provided by S. Shestakov (Moscow State University) and cultivated on 1% (*w*/*v*) agar (Bacto agar; Difco) plates containing BG-11 mineral medium [63]. Liquid cultures of WT and mutant strains were grown in BG-11 medium containing 10 mM TES buffer, pH 8.0, under continuous illumination with white light at 40-80 μmol photons m^−2^ s^−1^ at 30 °C, supplemented with a continuous stream of ambient air. BG11 plates for the cultivation of mutant strains were supplemented with 40 μg ml^−1^ kanamycin (∆*ssaA*) and 10 μg ml^−1^ chloramphenicol (WT-RNAP-HIS) or both antibiotics (Δ*ssaA*-RNAP-HIS), respectively. No antibiotics were added to the liquid cultures. Deviating growth conditions are specified in the corresponding figure legends or in the text. For nitrogen depletion, NaNO_3_ was omitted from the medium and cells were first washed twice and then resuspended in nitrogen-free medium. Cultures were incubated in nitrogen-depleted medium for 3-8 days. To induce nitrogen recovery, starved cells were supplemented with 17.6 mM NaNO_3_. Cells were harvested after cultivation in nitrogen-repleted medium for the indicated times (1 h, 4 h, 22 h, 48 h, 144 h).

### Construction of 6S RNA mutants and RNAP-HIS mutants

For the construction of a 6S RNA deletion mutant (Δ*ssaA*) the whole *ssaA* gene of *Synechocystis* 6803 was deleted by replacement with a kanamycin-resistance cassette (Km^R^). As distinguished from the previously described Δ*ssaA* mutant [32], the entire Km^R^ cassette from cloning vector pUC4K [64] harboring its own promoter was used for replacement of the chromosomal *ssaA* locus (1,886,879..1887066). The construct was prepared by overlap extension PCR of three fragments: (i) 697 bp region upstream of *ssaA* to chromosomal nucleotide position 1,886,182 (primer pair *slr1288_*fw/ 3’*slr1288*_rv, cf. Additional file 1: Table S1), (ii) 1027 bp Km^R^ cassette including 15 bp overhangs at both termini (primer pair Km_fw/ Km_rv), and (iii) 699 bp downstream of *ssaA* to chromosomal nucleotide position 1,887,765 (primer pair *sll1166*_fw/ 3’*sll1166*_rv). The ~700 bp flanking regions contained non-disrupted segments of *loci slr1288* and *sll1166,* and were used for homologous recombination. The Δ*ssaA-*mutant was selected on BG11 agar plates containing 50 μg ml^−1^ kanamycin. PCR analysis was used to verify complete segregation of WT chromosomal copies (Fig. 1b). The primers P1 (Δ*ssaA*_700up_fw) and P2 (Δ*ssaA*_700down_rv) are listed below in Additional file 1: Table S1. To create a strain overexpressing 6S RNA (6S(+)), the *ssaA* gene locus and its promoter region (~150 bp of upstream region) were inserted into the self-replicating vector pVZ321 [65], containing a chloramphenicol resistence gene using XhoI and XbaI. The vector was then transferred to WT cells by conjugation. Exconjugants were selected on BG11 agar plates containing 10 μg ml^−1^ chloramphenicol. Complementation of the Δ*ssaA* strain (Δ*ssaA*-c) was achieved by transferring the pVZ321 vector containing the *ssaA* gene plus ~150 bp of its upstream region and a chloramphenicol resistance gene to Δ*ssaA* mutant cells by conjugation [64]. The Δ*ssaA*-c-mutant was selected on BG11 agar plates containing 50 μg ml^−1^ kanamycin and 10 μg ml^−1^ chloramphenicol. For the generation of a WT-RNAP-HIS and Δ*ssaA*-RNAP-HIS mutant strain, *Synechocystis* 6803 WT and Δ*ssaA* cells were transformed using the plasmid pC-HIS-rpoC1-CAP-I-I (containing a nine amino acids long His-tag attached to the C terminal end of the γ subunit, and a chloramphenicol resistance cassette after the *rpoC1* gene) which was described earlier by Koskinen et al. [47]. WT-RNAP-HIS and Δ*ssaA*-RNAP-HIS mutants were probed on BG11 plates containing 10 μg ml^−1^ chloramphenicol and full segregation of the mutants was tested by PCR analysis using primers rpoC1His5 and rpoC1His6 (Additional file 1: Table S1) from Koskinen et al. [47].

### Analysis of growth, pigmentation and photosynthetic capacity

Whole cell absorbance spectra were recorded from 400 to 750 nm on a Specord® 200 PLUS spectrophotometer (Analytik Jena, Jena, Germany) and were corrected for a residual scattering at 750 nm. Chlorophyll was extracted in 90% methanol and the content was measured by spectrophotometry [66]. Contents of phycocyanin and allophycocyanin were determined in the soluble protein fraction according to Tandeau de Marsac and Houmard [66]. The pigment contents were normalized to the optical density at 750 nm. Photosynthetic capacity of cells was measured as light saturated oxygen evolution rates with a Clark-type oxygen electrode (Hansatech) in BG-11 medium in vivo in the presence of 10 mM NaHCO_3_ at 32 °C, illuminated with white light (photosynthetic photon flux density 3000 μmol m^−2^ s^−1^) [56]. In measurements of the maximum rate of photosynthesis, oxygen production by PSII is limited by the Calvin-Benson cycle, and addition of NaHCO_3_ allows the cycle to function at its maximal rate. To determine PSII capacity, the samples were supplemented with artificial electron acceptor 2,6-dimethoxybenzoquinone (DMBQ, 1 mM) and ferricyanide (1 mM). These chemicals are added in excess, and thus electron transfer through PSII is limited only by the maximum rate of PSII itself. In preparation for 77 K fluorescence emission spectroscopy, cells were concentrated to 35 μg Chl ml ^−1^, and 50 μl samples were immediately frozen in liquid nitrogen. The fluorescence was measured at 77 K with orange light excitation (580 nm) using an Ocean Optics S2000 spectrometer. The spectra were corrected with a moving median, subtraction of the dark level and division by the peak value of PSI at 721 nm and setting this value to 1. Differences in chlorophyll, allophycocyanin and phycocyanin content as well as of oxygen evolution rates were statistically analyzed using one-way ANOVA.

### Determination of glycogen content

The content of glycogen per ml cell suspension was determined as described by Gründel et al. [67]. Cell pellets of 0.5 - 1.5 ml culture were suspended in 30% (*w*/*v*) KOH and incubated for 2 h at 95 °C. An addition of ice-cold ethanol to a final concentration of 75% (*v*/v) and a following incubation on ice for at least 1.5 h were required for the precipitation of glycogen. The isolated glycogen was centrifuged for 15 min (16,000 *g*, 4 °C) and the pellet was washed with 70% and 98% (v/v) ice-cold ethanol and dried for 10 min at 60 °C. For the enzymatic hydrolysis of glycogen to glucose, the pellet was suspended in 100 mM sodium acetate (pH 4.5) including 2 mg/ml amyloglycosidase and incubated for 4 h at 95 °C. To determine the content of glucose, a hexokinase reagent was used according to the manufacturer’s protocol and measured spectrophotometrically.

### Isolation of RNA polymerase complex and immunoblot analysis

Cells from WT-RNAP-HIS and Δ*ssaA*-RNAP-HIS mutant strain (50 ml, OD_750nm_ = 0.8 - 1.1) were collected from growth at standard conditions, after 6d of growth in nitrogen depleted medium or after 1 h, 4 h and 22 h of recovery in nitrogen replete medium. The samples were broken and the soluble protein fraction was obtained as described in Koskinen et al. [47]. For the isolation of RNAP the Dynabeads®HIS-Tag Isolation and Pulldown Kit was applied according to the manufacturer’s instructions. 900 μg of soluble protein fraction was used for the pulldown and RNAP complexes were eluted to 75 μl of elution buffer [47]. 10 μl of His-tag purified RNAP samples were subjected to 10% NEXT GEL SDS-PAGE according to the protocol of Koskinen et al. [47]. RNAP complexes were transferred to Immobilon-P membrane using the semidry blotting method followed by incubation with specific polyclonal antibodies against σ factors SigA, SigB, SigC and SigE [47, 68, 69]. Proteins were visualized and quantified as described by Koskinen et al. [47]. Membranes were re-probed with antibodies against α or β subunits of the RNAP core [69] and the σ factor content was normalized to α (SigA, SigC, SigE) or β subunit content (SigB). Similarly, 5 μg of soluble proteins for SigA, 25 μg for SigB, 15 μg for SigC and 25 μg for SigE were used for separation on SDS-PAGE and were detected as described above.

### RNA isolation and northern blot hybridization

For the isolation of RNA, samples from discrete stages of cultivation were taken at the indicated times and were immediately put on ice and spun down at 4 °C. The preparation of total RNA from *Synechocystis* 6803 was essentially performed as described previously [70], using the Hot Trizol method, followed by 2-propanol precipitation. To determine the concentration and to check the quality of total RNA, we made use of a NanoDrop N-10000 spectrophotometer and electrophoretic separation on 1.3% agarose-formaldehyde gels. For Northern Blot detection, RNA samples were separated by electrophoresis either on 1.3% agarose-formaldehyde gels or 10% polyacrylamide-urea gels (urea-PAGE) and transferred to Hybond™-N^+^ membranes. The correct deletion of the *ssaA* gene was tested by northern blot analysis using a directed [^32^P]-labelled DNA oligonucleotide for 6S RNA. Alternatively, digoxigenin (DIG)-labelled RNA oligonucleotides (riboprobes) for 6S RNA, 5S rRNA as well as for SyR11 were used to analyze RNA accumulation levels. DIG-labelled riboprobes were prepared according to the manufacturer’s instructions using in vitro transcription with the AmpliScribe kit (T7-Flash Transcription kit, Epicentre) from a PCR product containing a T7 promotor. The PCR fragment was amplified with the primer pairs 6803ssaA-FwS/ T7-6S_6803_rev, 5S_6803_fw/ T7-5S_6803_rev and SyR11_fw/ SyR11_T7_rev, respectively (Additional file 1: Table S1).

Riboprobe hybridization was accomplished by over-night incubation at 62 °C, followed by chemiluminescent immunodetection using the DIG Northern Starter Kit (Roche).

### Microarray analysis

The microarray design, hybridization procedure and data analysis have been described previously [71]. The array is a whole genome gene expression array covering all known RNA features from tiling array microarray and dRNAseq transcriptome studies [46, 71]. Each feature is covered by up to four individual probes. All probes exist as technical replicates. For the microarray analysis total RNA samples from two biological replicates were used. Raw data were processed with the R package limma. Median signal intensity was cyclic loess normalized. The *p* values were generated by limma [72] and adjusted for multiple testing with the Benjamini Hochberg method.

## Additional files

Additional file 1: Table S1. Sequences of primers used for construction and PCR-based verification of Δ*ssaA*- and HIS-mutant strains, as well as for PCR-based generation of riboprobe templates. **Figure S1**. Pairwise comparison of whole cell absorbance spectra of *Synechocystis* 6803 WT and Δ*ssaA* strain shown in Fig. 2c. **Figure S2**.Photosynthetic parameters of wild type (WT) and ∆*ssaA* mutant during nitrogen starvation. **Figure S3.** Verification of the genetic complementation of *ssaA* gene disruption. **Figure S4**. Pigment analysis of WT and Δ*ssaA*. **Figure S5.** Glycogen consumption during recovery from nitrogen starvation. **Figure S6.** Volcanoplot showing the gene expression differences in WT and Δ*ssaA* after prolonged nitrogen depletion and before nitrogen re-addition (t_1_ = 0 h + N). **Figure S7.** Expression patterns of transcripts with significantly altered levels in the Δ*ssaA* mutant strain at early recovery from nitrogen depletion (t_2_ = 1 h + N). **Figure S8.** Expression patterns of transcripts with significantly altered levels in the Δ*ssaA* mutant strain at recovery from nitrogen depletion (t_3_ = 4 h + N.). **Figure S9.** Expression patterns of transcripts with significantly altered levels in the Δ*ssaA* mutant strain at recovery from nitrogen depletion (t_4_ = 22 h + N). **Figure S10.** Microarray data analysis showing exemplary details of gene expression in *Synechocystis* 6803 WT and ∆*ssaA* strain (depicted as d6S) at time points t_1_ = 0 h + N (7d –N); t_2_ = 1 h + N, t_3_ = 4 h + N and t_4_ = 22 h + N. **Figure S11**. Validation of Microarray data analysis. Expression of SyR11 in *Synechocystis* 6803. (DOCX 1909 kb)

Additional file 2: Overview of the genome-wide expression profile of *Synechocystis* 6803 wild type (WT) and Δ*ssaA* (d6S) strain under nitrogen depleted conditions (t_1_ = 0 h + N) and at recovery from nitrogen depletion (t_2_ = 1 h + N, t_3_ = 4 h + N, t_4_ = 22 h + N) by combining the log2 expression values (left scale) with read numbers of 454 sequencing (right scale). (PDF 42993 kb)

Additional file 3 Raw data of microarray analysis of *Synechocystis* 6803 wild type (WT) and Δ*ssaA* (d6S) strain. (XLSX 5837 kb)

## Abbreviations

*B. subtilis*: *Bacillus subtilis*
Chl: Chlorophyll *a*
Cm^r^: Chloramphenicol resistance cassette
DIG: Digoxygenin
DMBQ: 2,6-dimethoxybenzoquinone
dRNA-seq: differential RNA sequencing
*E. coli*: *Escherichia coli*
Km^r^: Kanamycin resistance cassette
N: Nitrogen
ncRNA: Non-coding RNA
nt: Nucleotide
OD: Optical density
PBS: Phycobilisome
pRNA: Product RNA
PSI: Photosystem I
PSII: Photosystem II
RNAP: RNA polymerase
sRNA: Small RNA
std: Standard
*Synechocystis* 6803: *Synechocystis* sp. PCC 6803
WT: Wild type
σ: Sigma factor

# Supplementary material for: 6S RNA plays a role in recovery from nitrogen depletion in Synechocystis sp. PCC 6803
**Source:** BMC Microbiol. 2017 Dec 8;17:229. doi: 10.1186/s12866-017-1137-9
**Supplement:** Supplementary file 1 — Sequences of primers used for construction and PCR-based verification of ΔssaA- and HIS-mutant strains, as well as for PCR-based generation of riboprobe templates. Figure S1. Pairwise comparison of whole cell absorbance spectra of Synechocystis 6803 WT and ΔssaA strain shown in Fig. 2c. Figure S2.Photosynthetic parameters of wild type (WT) and ∆ssaA mutant during nitrogen starvation. Figure S3. Verification of the genetic complementation of ssaA gene disruption. Figure S4. Pigment analysis of WT and ΔssaA. Figure S5. Glycogen consumption during recovery from nitrogen starvation. Figure S6. Volcanoplot showing the gene expression differences in WT and ΔssaA after prolonged nitrogen depletion and before nitrogen re-addition (t1 = 0 h + N). Figure S7. Expression patterns of transcripts with significantly altered levels in the ΔssaA mutant strain at early recovery from nitrogen depletion (t2 = 1 h + N). Figure S8. Expression patterns of transcripts with significantly altered levels in the ΔssaA mutant strain at recovery from nitrogen depletion (t3 = 4 h + N.). Figure S9. Expression patterns of transcripts with significantly altered levels in the ΔssaA mutant strain at recovery from nitrogen depletion (t4 = 22 h + N). Figure S10. Microarray data analysis showing exemplary details of gene expression in Synechocystis 6803 WT and ∆ssaA strain (depicted as d6S) at time points t1 = 0 h + N (7d –N); t2 = 1 h + N, t3 = 4 h + N and t4 = 22 h + N. Figure S11. Validation of Microarray data analysis. Expression of SyR11 in Synechocystis 6803.

6S RNA plays a role in recovery from nitrogen depletion in *Synechocystis* sp. PCC 6803

Beate Heilmann, Kaisa Hakkila, Jens Georg, Taina Tyystjärvi, Wolfgang R. Hess, Ilka M. Axmann, Dennis Dienst

**Table S1**

Sequences of primers used for construction and PCR-based verification of Δ*ssaA*- and HIS-mutant strains, as well as for PCR-based generation of riboprobe templates. The T7 promoter sequence is each underlined. Oligonucleotides used for DNA 5´end-labeling.

| Name | Sequence (5´- 3´) |
| --- | --- |
| Primer | |
| Δ*ssaA*_700up_fw (P1) | caccgcctaccctgaatatctg |
| Δ*ssaA*_700down_rv (P2)  *slr1288*_fw (P3)  3´*slr1288*_rv (P4)  Km_fw (P5)  Km_rv (P6)  *sll1166*_fw (P7)  3´*sll1166*_rv (P8) | Caaggaattagaccgcatcgg  GGAGCCCCTAAGCCGTACC  CCTGCCATTATAACCCCATCCTTCG  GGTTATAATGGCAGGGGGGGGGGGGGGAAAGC  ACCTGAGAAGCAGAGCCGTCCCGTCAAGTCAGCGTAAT  CTCTGCTTCTCAGGTTTATCCCTCC  GGTAGATACCCTGGTCATTCTGGTTTTG |
| rpoC1His5 | GAGGTCATCAAAACCGAGGA |
| rpoC1His6 | CAAAGGGAGCAGGATCAAAA |
| 6803ssaA-FwS  T7-6S_6803_rev  5S_6803_fw  T7-5S_6803_rev  SyR11_fw | GAAGTAACTACCGCGTTGGTGACTG  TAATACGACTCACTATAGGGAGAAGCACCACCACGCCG  TCTTGGTGTCTTTAGCGTCATGGAAC  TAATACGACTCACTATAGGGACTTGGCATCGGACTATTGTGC  AACGAAATAACACGGGGTCAC |
| SyR11_T7_rev | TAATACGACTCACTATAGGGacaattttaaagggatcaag |
| Oligonucleotides | |
| 5S rRNA-Oligo | GCATCGGACTATTGTGCCGTG |
| 6S RNA-Oligo | caccacgccgttttacct |

**
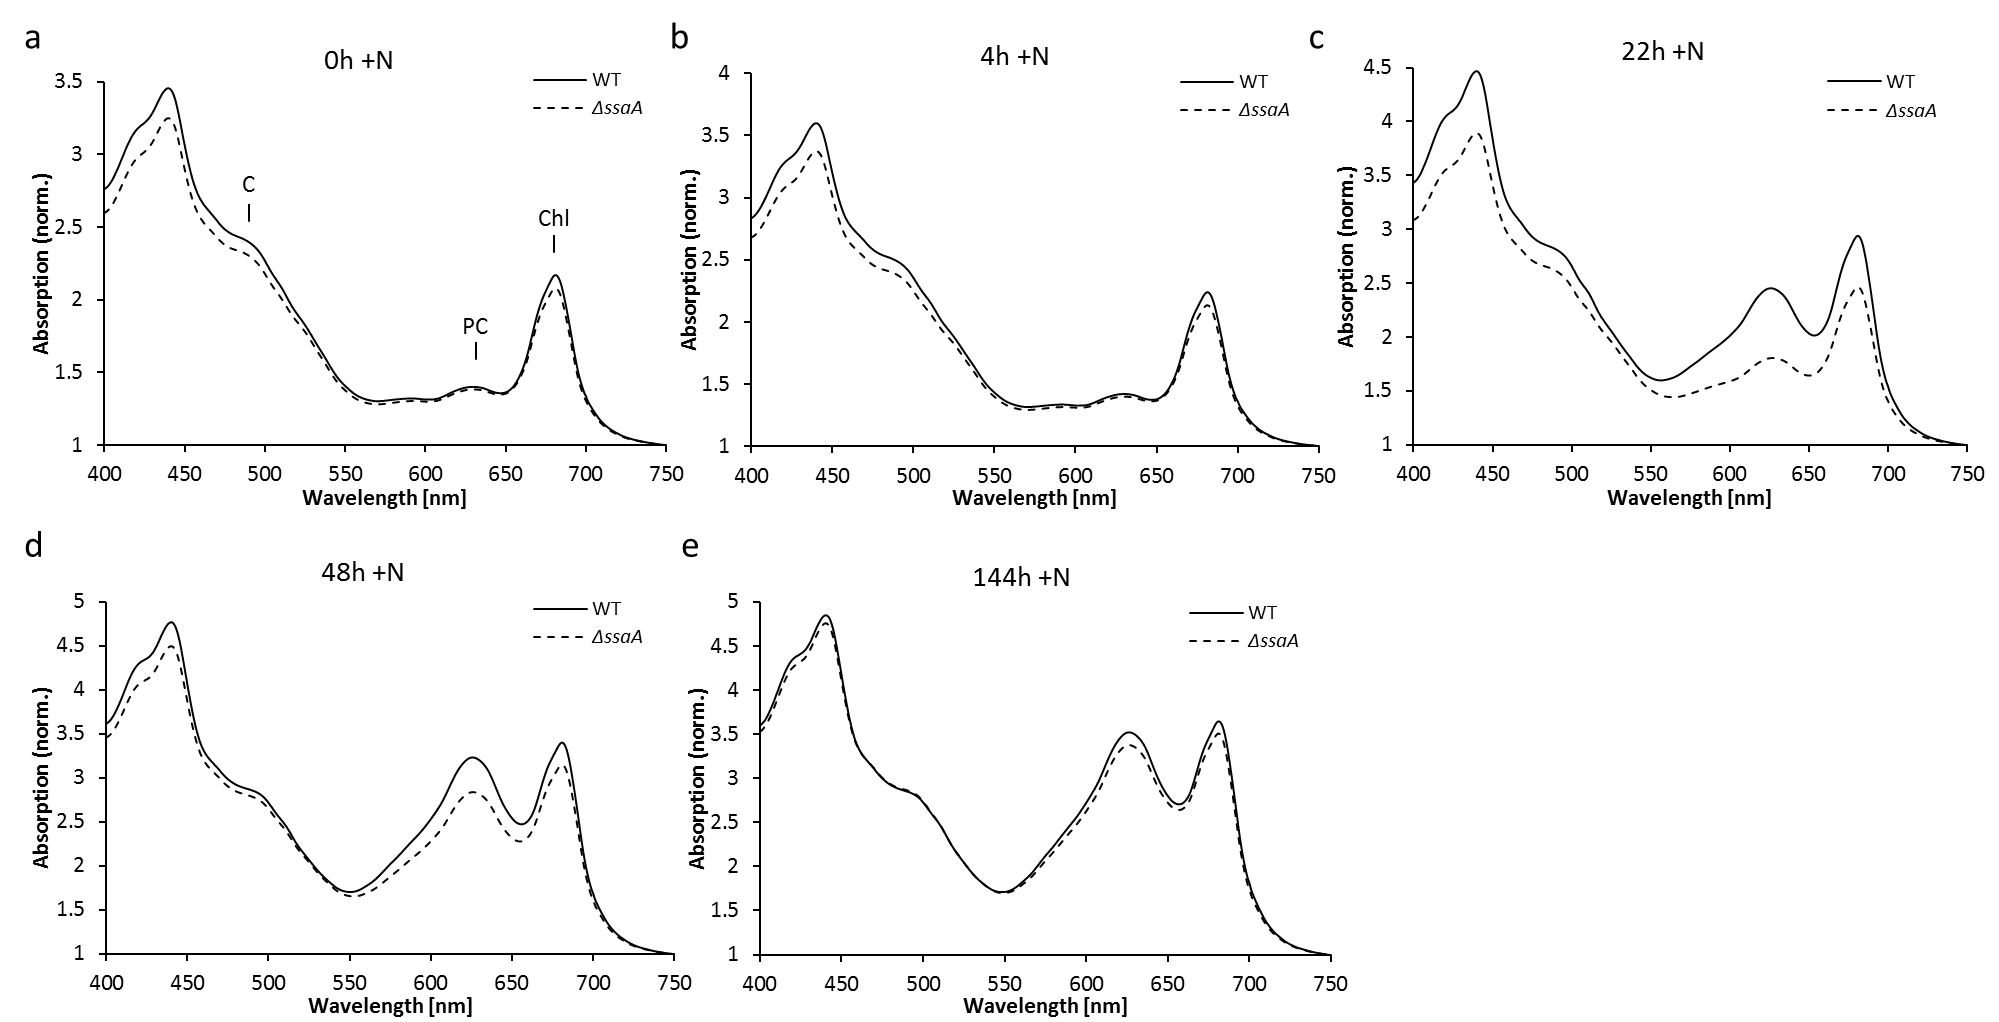
**

**Figure S1**

Pairwise comparison of whole cell absorbance spectra of *Synechocystis* 6803 WT and Δ*ssaA* strain shown in Fig. 2c. Cultures were grown under continuous white light at an irradiance of 80 µmol photons m^-2^ s^-1^, at 30 °C, in nitrogen-depleted medium for 189 hours before recovery was initiated by adding nitrogen. Whole cell absorbance spectra were measured at nitrogen deficiency for 189h (t= 0h +N; (a)) and at recovery time points t= 4h, (b); t= 22h, (c); t= 48h, (d) and 144h (+N), (e). The spectra were normalized at 750 nm. C: carotenoids; PC: phycocyanine; Chl: chlorophyll *a*

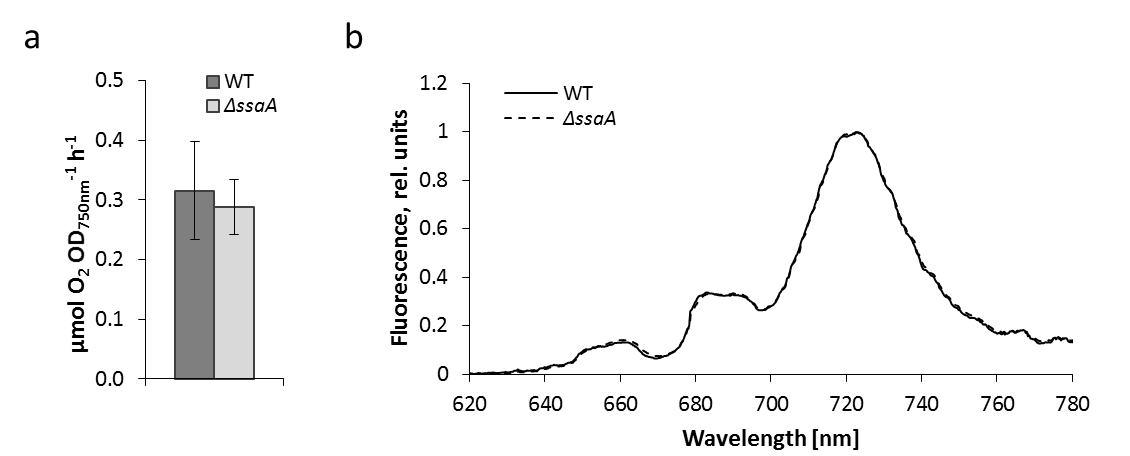

**Figure S2**

Photosynthetic parameters of wild type (WT) and ∆*ssaA* mutant during nitrogen starvation. (a) Oxygen evolution rates of photosynthesis examined *in vivo* at time point t= 72h -N under light-saturated conditions (3000 µmol photons m^-2^ s^-1^). Three technical replicates were measured of two independent biological replicates of each strain. The error bars represent the standard deviation (SD). (b) Orange light-excited fluorescence emission spectra of WT and ∆*ssaA* mutant measured at 77 K under nitrogen deficiency at time point t= 96h -N. Three independent biological replicates were measured and the spectra were normalized by dividing by the peak value of PSI at 721 nm and setting this value to 1.

**
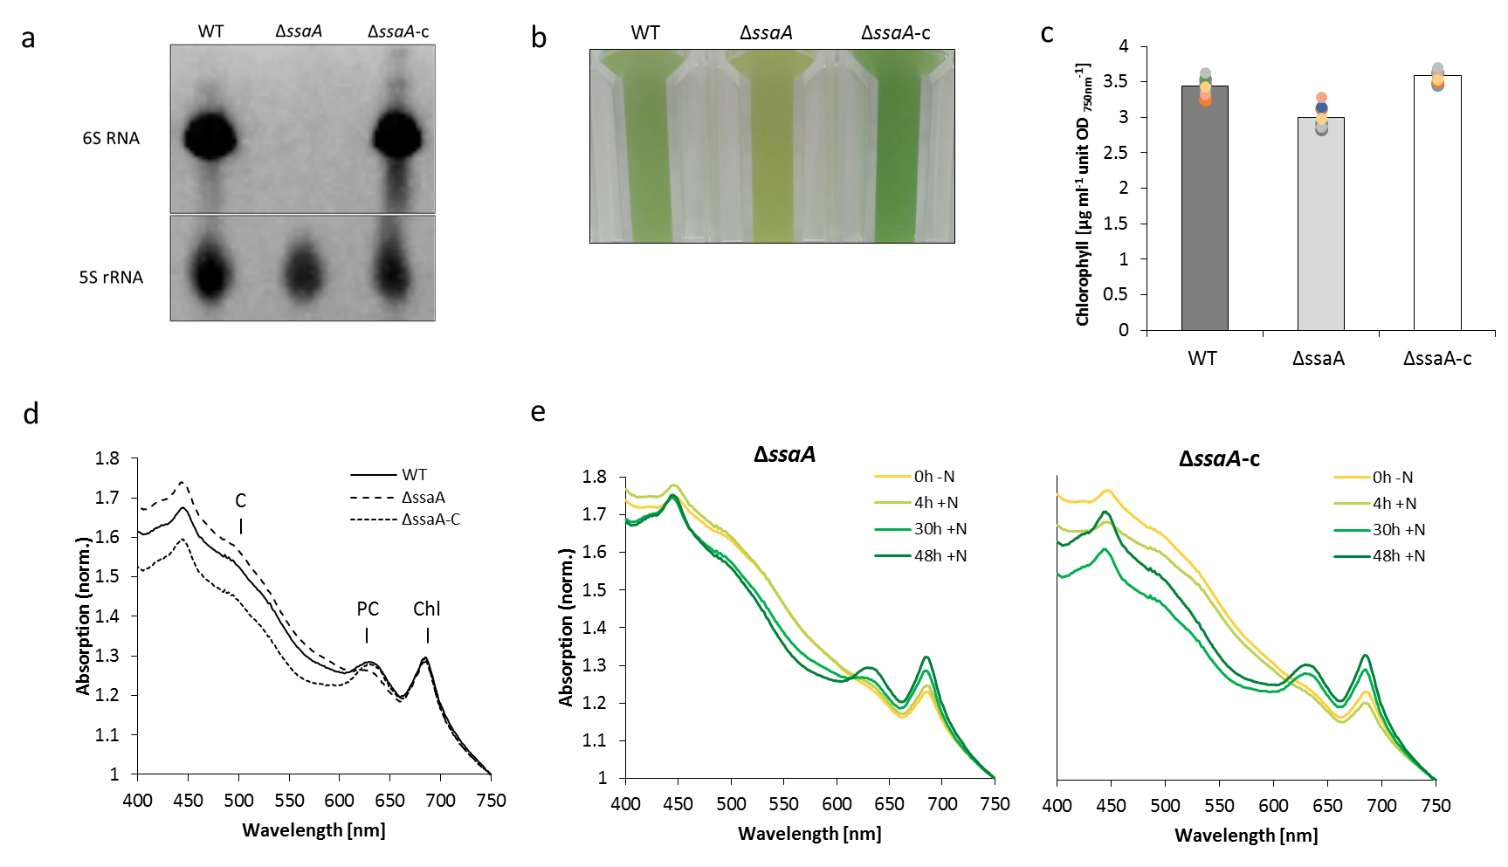
**

**Figure S3**

Verification of the genetic complementation of *ssaA* gene disruption. (a) Complementation of *ssaA* deletion in strain Δ*ssaA*-c was confirmed by Northern Blot analysis. Each 5 µg of total RNA isolated from *Synechocystis* 6803 WT, Δ*ssaA* and Δ*ssaA*-C were separated by urea-PAGE and transferred to a positively charged nylon membrane. Hybridization of 6S RNA and 5S rRNA (loading control) was performed using DIG-labeled riboprobes. (b – e) Comparative physiological characterization of WT, Δ*ssaA* and Δ*ssaA*-C during recovery from nitrogen starvation. Cultures were grown at 30 °C in shaking flasks at an irradiance of 40 µmol photons m^-2^ s^-1^. (b) Photograph of cultures of WT, Δ*ssaA* and Δ*ssaA*-C strain at time point 30h +N during recovery. (c) Chlorophyll *a* content of the cultures at recovery time point 30h +N. The bars in the illustrated diagram represent the mean from three replicate cultures that were each measured in triplicate (n= 9). Additionally, the single values are illustrated separately as colored dots in the diagram. (d) Comparison of whole cell absorption spectra of WT, Δ*ssaA* and Δ*ssaA*-C strain at recovery time point 30h +N. C: carotenoids; PC: phycocyanine; Chl: chlorophyll *a*. (e) Absorbance spectra of Δ*ssaA* and Δ*ssaA*-C mutant strains are illustrated for the time point t= 0h +N, which corresponds to 188h under nitrogen deficiency (-N) and for the time points t= 4, t= 30 and t= 48 hours after nitrogen addition (+N). The spectra were normalized to the optical density at 750 nm.

**
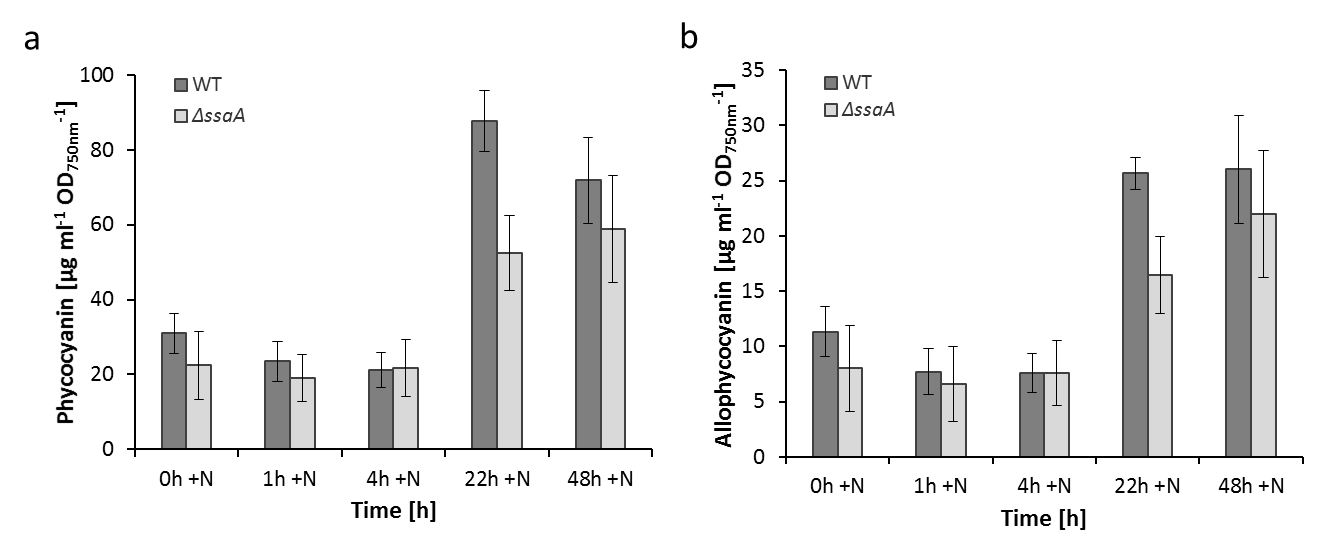
**

**Figure S4**

Pigment analysis of WT and Δ*ssaA*. Phycocyanin (a) and allophycocyanin (b) were measured from the soluble protein fraction 158h under nitrogen deficiency (t= 0h +N) and at recovery time points t= 1h +N, t= 4h +N, t= 22h +N and t= 48h +N. The data illustrate the mean from three independent biological replicates and the error bars represent the SD.

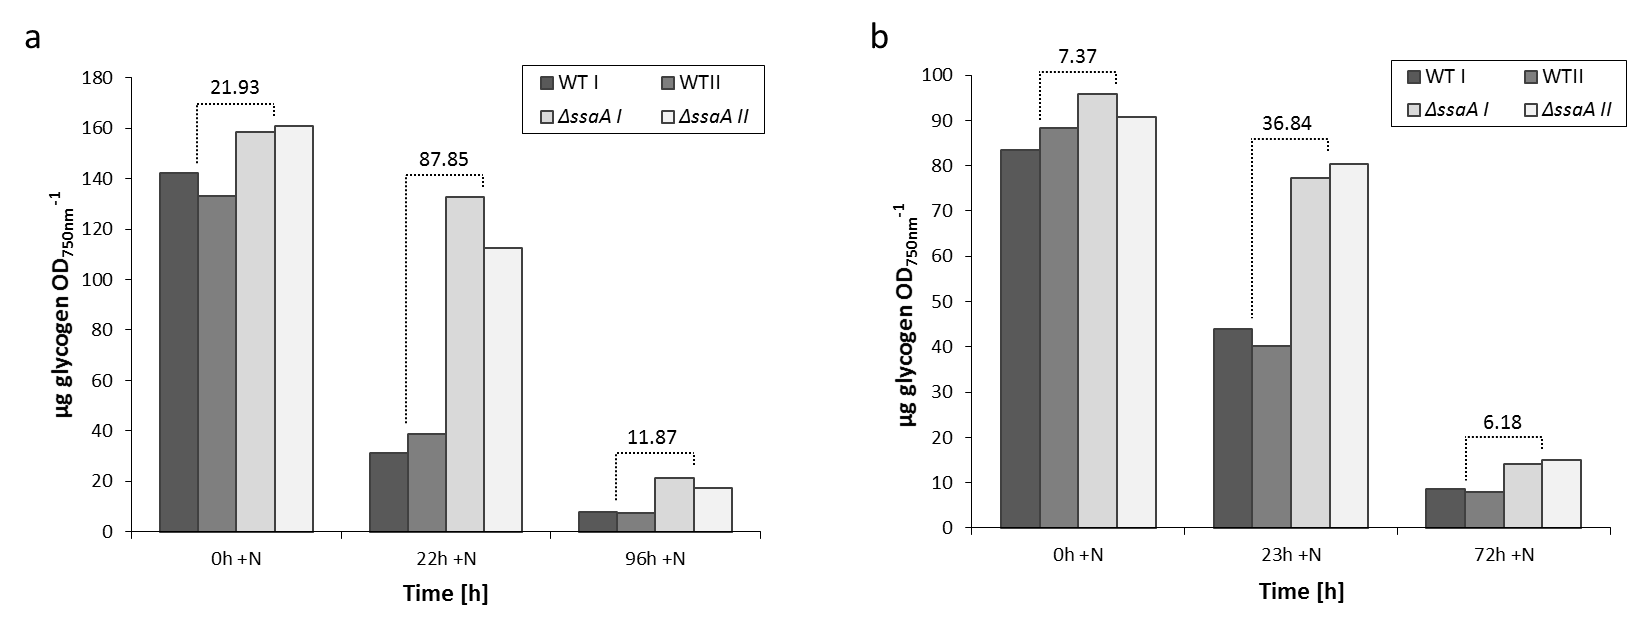

Figure S5

Glycogen consumption during recovery from nitrogen starvation. Glycogen content was determined for two independent experimental setups ((a) and (b)) in which *Synechocystis* 6803 WT and Δ*ssaA* were cultivated in nitrogen-depleted medium for at least 6 days before recovery process was induced by transferring cells to NaNO_3_-supplemented medium. (a) Corresponding data of the microarray analysis (Figs. 5 and 6), originating from the same experimental cycle. Glycogen content was measured after 7 days under nitrogen deficiency (0h +N) and during recovery at time points 22h and 96h +N. (b) Cells were cultivated under nitrogen deprivation for 6 days (0h +N) before recovery was triggered by nitrogen addition. Glycogen content was analyzed at recovery time points 23h +N and 72h +N. Two biological replicates of each strain were analyzed, named as I and II, respectively. The average difference for each time point is indicated by the values above the bars.

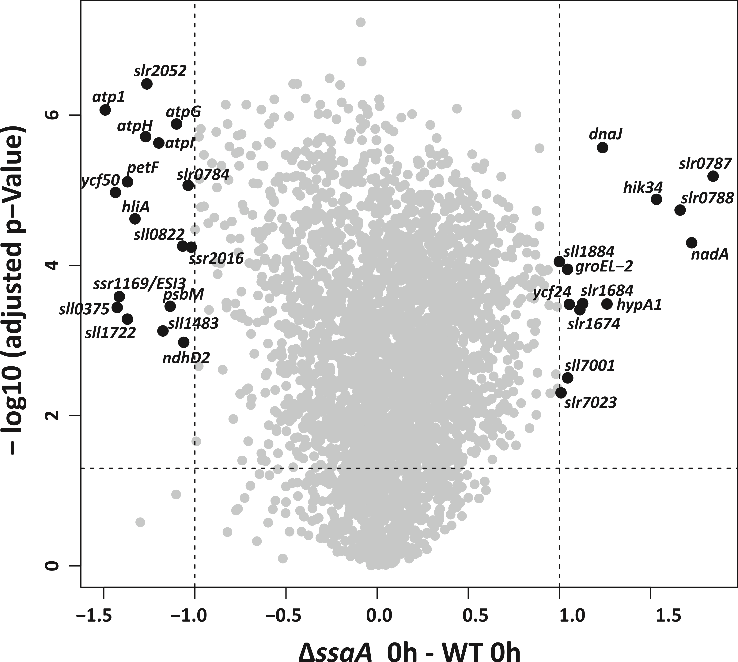

Figure S6

Volcanoplot showing the gene expression differences in WT and Δ*ssaA* after prolonged nitrogen depletion and before nitrogen re-addition (t_1_= 0h +N). Significantly differentially expressed RNA features (|log2 FC| ≥ 1, adj. p-Value ≤ 0.05) are drawn as black points. For detailed data see supplementary files 2 and 3.

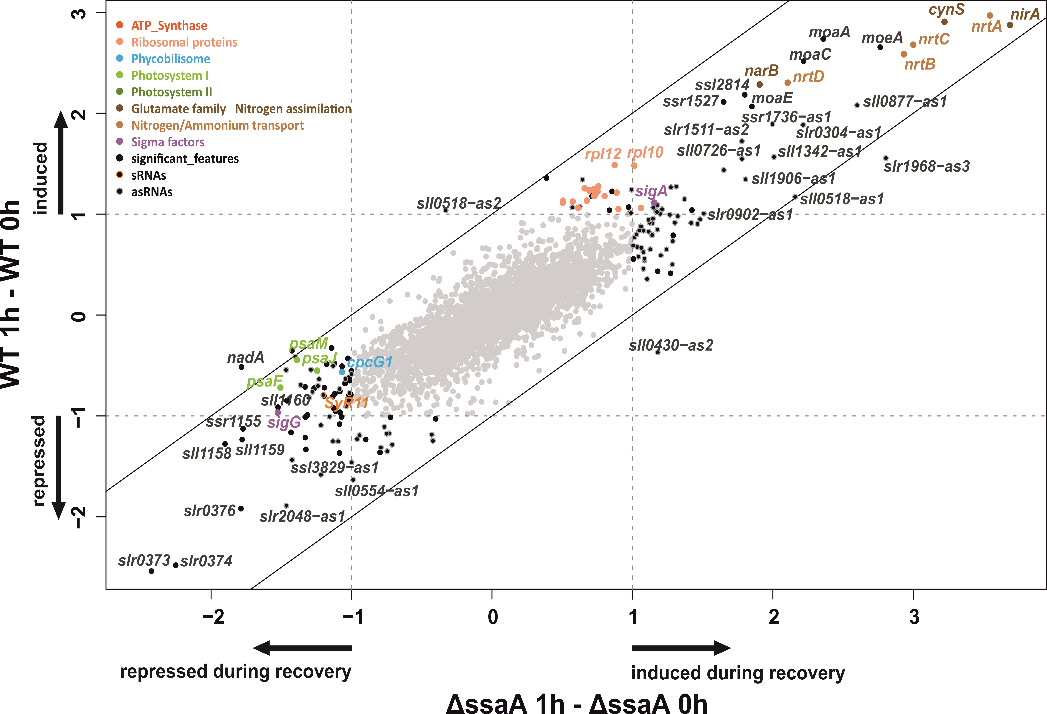

Figure S7

Expression patterns of transcripts with significantly altered levels in the Δ*ssaA* mutant strain at early recovery from nitrogen depletion. Total RNA from the sampling time point t_2_= 1h +N was subjected to microarray analysis. The scatter plot shows the nitrogen recovery response in Δ*ssaA* (x-axis) versus the response in WT (y-axis) for t_2_= 1h +N in comparison to the 0h time point (see Fig. S6 for comparison). Significantly differentially expressed RNA features (|log2 FC| ≥ 1, adj. p-Value ≤ 0.05) are drawn as black points. Points beyond the transverse black lines indicate a different response to the recovery (|(WT xh – WT 0h) – (Δ*ssaA* xh – Δ*ssaA* 0h)| ≥ 1). Selected functional groups regarding to the Cyanobase GO classification are color coded. The nitrogen/ammonium transport group was defined manually and contains *nrtA, nrtB, nrtC, nrtD, glnH, sll0536, amt3, amt2, amt1* and *amiC*. Differentially expressed asRNAs and sRNAs are indicted by a grey or orange border. See also Figs. S8 and S9. For detailed data see supplementary files 2 and 3.

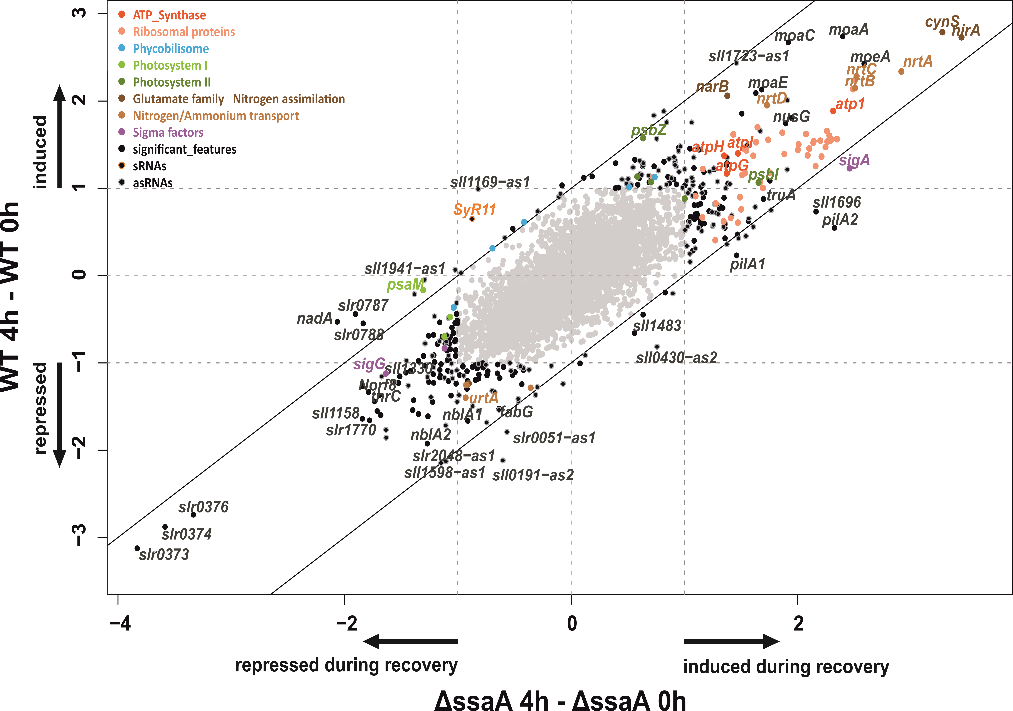

Figure S8

Expression patterns of transcripts with significantly altered levels in the Δ*ssaA* mutant strain at recovery from nitrogen depletion. Total RNA from the sampling time point t_3_= 4h +N was subjected to microarray analysis. The scatter plot shows the nitrogen recovery response in Δ*ssaA* (x-axis) versus the response in WT (y-axis) for t_3_= 4h +N in comparison to the 0h time point (see Fig. S6 for comparison). Significantly differentially expressed RNA features (|log2 FC| ≥ 1, adj. p-Value ≤ 0.05) are drawn as black points. Points beyond the transverse black lines indicate a different response to the recovery (|(WT xh – WT 0h) – (Δ*ssaA* xh – Δ*ssaA* 0h)| ≥ 1). Selected functional groups regarding to the Cyanobase GO classification are color coded. The nitrogen/ammonium transport group was defined manually and contains *nrtA, nrtB, nrtC, nrtD, glnH, sll0536, amt3, amt2, amt1* and *amiC*. Differentially expressed asRNAs and sRNAs are indicted by a grey or orange border. See also Figs. S7 and S9. For detailed data see supplementary files 2 and 3.

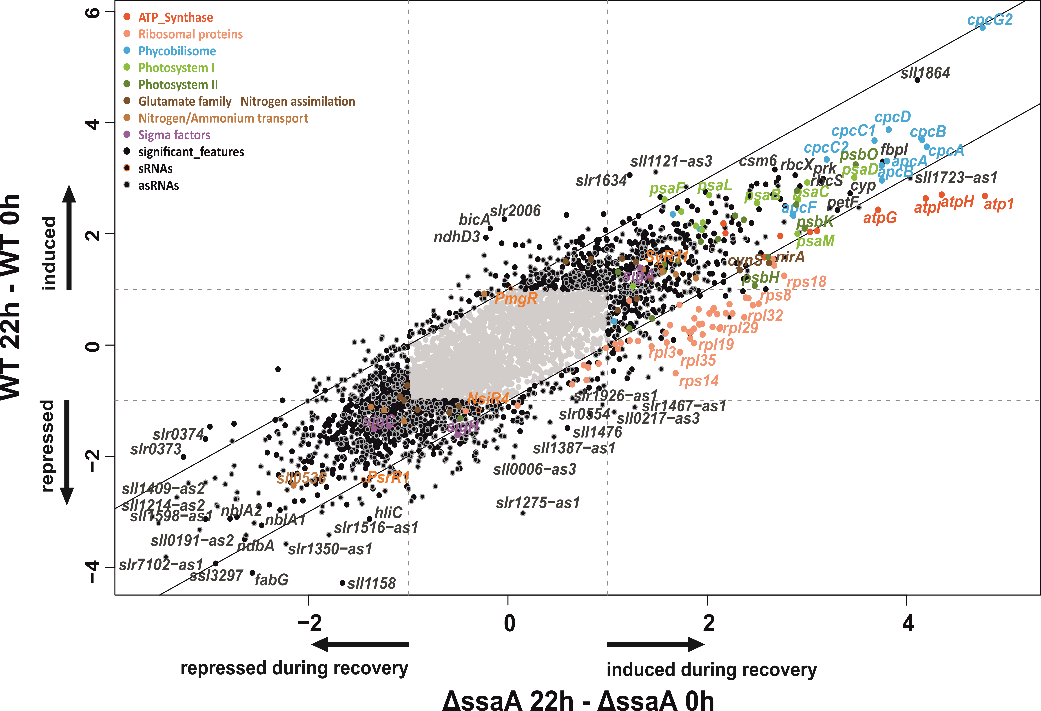

Figure S9

Expression patterns of transcripts with significantly altered levels in the Δ*ssaA* mutant strain at recovery from nitrogen depletion. Total RNA from the sampling time point t_4_= 22h +N was subjected to microarray analysis. The scatter plot shows the nitrogen recovery response in Δ*ssaA* (x-axis) versus the response in WT (y-axis) for t_4_= 22h +N in comparison to the 0h time point (see Fig. S6 for comparison). Significantly differentially expressed RNA features (|log2 FC| ≥ 1, adj. p-Value ≤ 0.05) are drawn as black points. Points beyond the transverse black lines indicate a different response to the recovery (|(WT xh – WT 0h) – (Δ*ssaA* xh – Δ*ssaA* 0h)| ≥ 1). Selected functional groups regarding to the Cyanobase GO classification are color coded. The nitrogen/ammonium transport group was defined manually and contains *nrtA, nrtB, nrtC, nrtD, glnH, sll0536, amt3, amt2, amt1* and *amiC*. Differentially expressed asRNAs and sRNAs are indicted by a grey or orange border. See also Figs. S7 and S8. For detailed data see supplementary files 2 and 3.

**
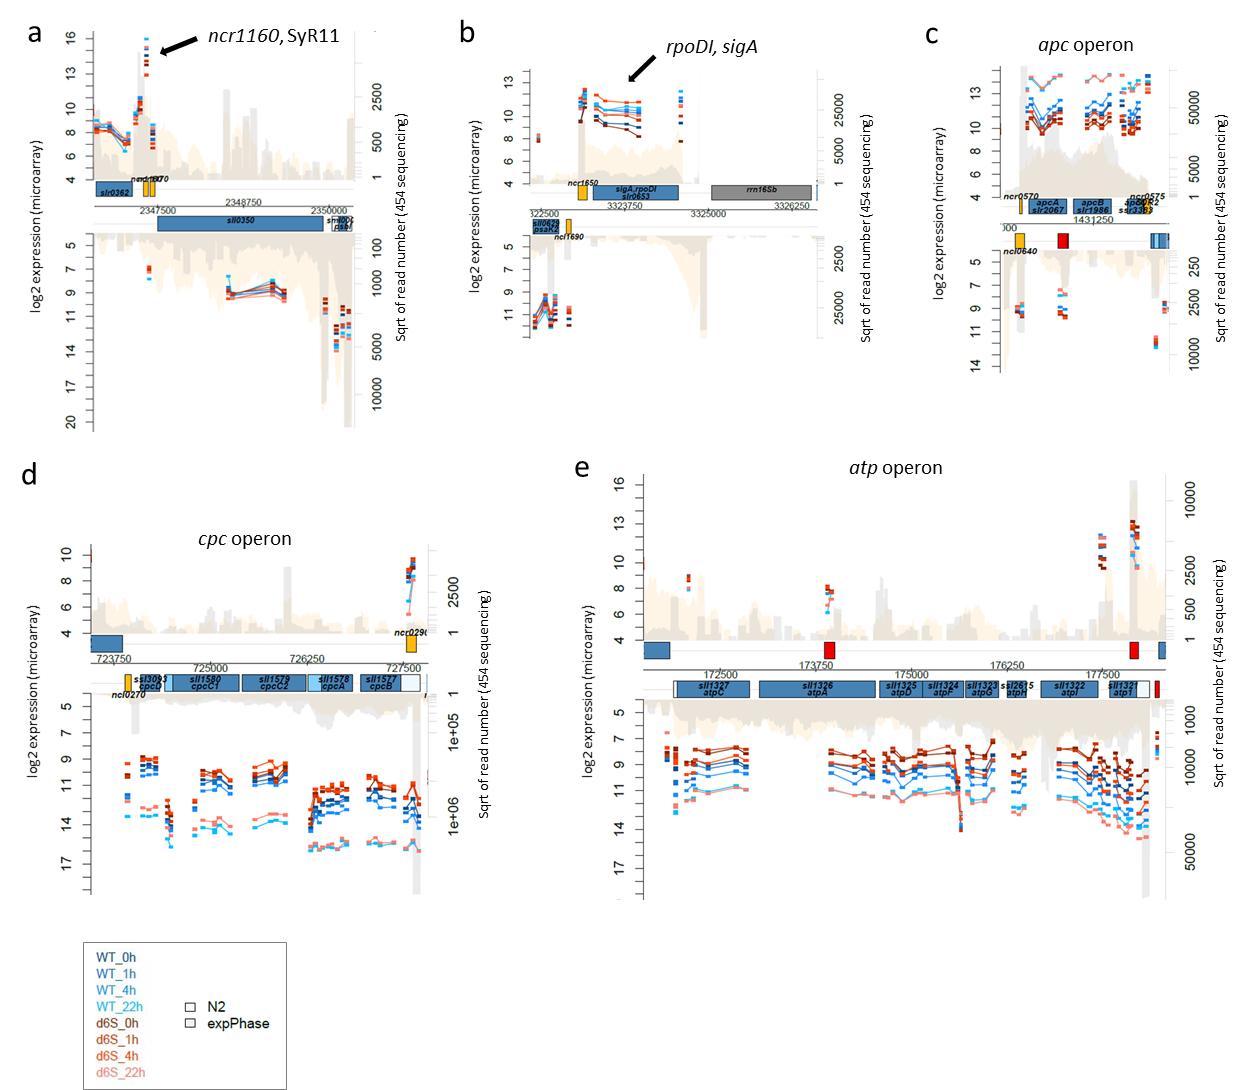
**

**Figure S10**

Microarray data analysis showing exemplary details of gene expression in *Synechocystis* 6803 WT and *∆ssaA* strain (depicted as d6S) at time points t_1_=0h +N (7d –N); t_2_=1h +N, t_3_=4h +N and t_4_=22h +N. The following genome sections are pictured: (a) SyR11 gene (*ncr116*0; indicated by a black arrow), (b) sigA gene (*rpoDI*; indicated by a black arrow), (c) Allophycocyanin genes (*apcA* and *apcB*) and phycobilisome small linker polypeptide (*apcC*), (d) Phycobilisome small rod linker polypeptide genes (*cpcD*, *cpcC1*, *cpcC2*) and genes encoding for phycocyanin α subunit (*cpcA*) and β subunit (*cpcB*) and (e) ATP synthase gene operon (genes *atpC*, *atpA*, *atpD*, *atpF*, *atpG*, *atpH*, *atpI*, *atp1*).

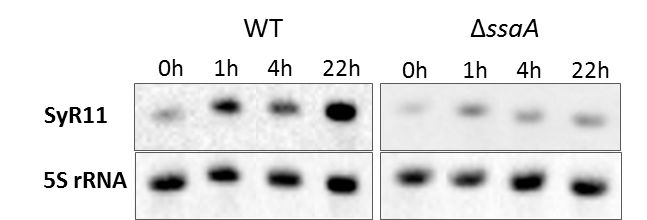

**Figure S11**

Validation of Microarray data analysis. Expression of SyR11 in *Synechocystis* 6803. Verification experiment for the accumulation of SyR11 transcript levels at time points t_1_= 0h, t_2_= 1h, t_3_= 4h and t_4_= 22h +N. 2µg RNA were subjected to Northern blot hybridization using a digoxigenin-labeled RNA oligonucleotide specific for SyR11. 5S rRNA was probed as a loading control.

How the deposited data were processed for this re-analysis (not part of the article)

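Transcript levels were measured by the authors on 16 one-colour Agilent arrays, for WT and Δ*ssaA* after 7 days of nitrogen starvation (0 h) and 1 h, 4 h and 22 h after the addition of 17.6 mM NaNO3, with 2 biological replicates for each of the 8 conditions. Each of the 4 slides held the 4 arrays of 1 time point, with WT at the first positions and Δ*ssaA* at the last, so slide cannot be separated from time point, nor array position from strain. RNA was labelled directly, without cDNA synthesis. Per the file headers, the spot intensities of each array were extracted by the authors from the scans with Agilent Feature Extraction, which gives for each spot the median and mean signal, a background-subtracted processed signal and marks for outliers and saturation. The log2 values per probe, as deposited by the authors, were normalized by cyclic loess according to the methods, which name no background correction. Their distributions were checked and are almost equal between arrays (largest spread at equal ranks 0.0176), which is what quantile normalization gives and cyclic loess need not. For this reason the authors' deposited values and quantile normalization are not 2 separate alternatives.

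The analysis here started from the median signal of each spot. Of the spots of each array, 1417 controls were left out and 40886 were used, for 20363 probes and 8830 features (3354 mRNA, 1931 antisense, 1872 internal, 705 5'UTR, 600 NC and 368 other features). Background was corrected by normexp with an offset of 50 and arrays were normalized by cyclic loess on the log2 scale in limma 3.58.1 (R 4.3.3, data.table 1.17.8, statmod 1.5.0). The 751 spots marked as outliers (0.115%) were left out, and 0 were saturated. Spots were averaged per probe and probes per feature, with at most 7 probes for a feature and 1 probe for 4011 features. There were 15 features without a value in some condition. Figures were drawn with matplotlib 3.10.9 (Python 3.11.15).

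A linear model with a mean for each of the 8 conditions was fitted to all 16 arrays, with empirical Bayes variances, and 13 contrasts were tested, which were the strain difference at each of the 4 time points, the change from 0 h in each strain and the difference of that change between the strains. Calls needed an absolute log2 fold change of at least 1 and an adjusted *p* of at most 0.05 (Benjamini-Hochberg within each contrast). The ATP synthase operon was tested as a group with the rotation test fry, adjusted over the 13 contrasts, and called at an adjusted *p* of at most 0.05 alone. An exact permutation test of 2 arrays against 2 cannot give a *p* below 0.333 and was not used. The replicate numbers were checked as pairs by correlating the replicate differences of 2 conditions across features, with *r* of 0.120 to 0.723 in the 12 pairs within a strain, -0.0588 to 0.642 in the 4 pairs at the same time point and -0.0364 to 0.542 in the 12 others. These ranges overlap, and within a strain the replicate number is also the array position on every slide. The check therefore cannot tell a pairing of the samples within a strain from an effect of position, and the paper does not state a pairing. As the samples may be paired, a block of strain and replicate number together was fitted beside the main model. Between strains the samples share only a number. Genes named are those the paper names for the arrays and, for each strain comparison, the 3 mRNA features with the largest rise and the 3 with the largest fall among those past the threshold for which both arrays of Δ*ssaA* lie beyond both of WT. The model was tested on simulated data with a log2 change of 2 added, where 198 of 200 changed features were recovered for the strain difference at 0 h with 5 false calls, 197 of 200 at 22 h with 4, 189 of 200 for the difference of the change to 1 h with 10, and 368 of 389 for that to 22 h with 11.

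The share of spots well above background was 67.0% to 96.4% over the WT arrays and 79.5% to 99.2% over the Δ*ssaA* arrays. Alternatives were no background correction, quantile normalization, no normalization between arrays, the processed signal scaled to the 75th percentile, normexp on the mean signal, the authors' deposited values, the median over probes, spots marked as outliers kept, a block for the replicate number or the culture, an intensity trend with robust variance, an adjusted *p* of at most 0.01, dim features left out, only the 4 arrays of a time point, camera with an estimated correlation or all features of each gene for the ATP synthase group, and each array left out in turn, where the lone array of a condition is assumed to vary like the others. Genes whose array feature could not be matched from the paper and its tables were left out, among them *hik34*, *dnaJ*, *groEL-2*, *sigB*, *sigD*, *glnA*, *glnB* and most genes for ribosomal proteins. Group tests that were intended for the other gene groups were not run, because few of their members could be matched, so the adjustment of the group test covers the ATP synthase operon alone. The paper's additional table of array features was at hand for 438 of its 8819 features, those with the lowest level in Δ*ssaA* relative to WT at 0 h. All named genes except *sigA*, *sigC*, *sigE*, *sigF*, the neighbours of *ssaA* and those ranked as above were matched through these features. For genes other than the ATP synthase operon, all 8 of which are matched as the paper lists them, this favours a lower level at 0 h, and so a larger later rise, in Δ*ssaA*.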

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

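The tests of explanations in this part were chosen after the results were seen, while the tests of the difference between the strains in the change from 0 h were chosen before. The choice of the spacer features, of the 2 features at 4 h and of the features past the threshold at all 4 time points was also made after their values were seen.

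The change from 0 h to 22 h differed between the strains past the threshold for 136 features, 70 in the upward and 66 in the downward direction in Δ*ssaA* relative to WT, in a test of the difference itself. Scaling between arrays is argued against as the whole cause, since the smallest number over 2 other scalings that align the arrays, quantile normalization and the 75th percentile, was 305, although the size of the number depends on the scaling. Without any normalization, which leaves the median feature of the arrays unequal, it was 0 with limma (357 with an unadjusted *p* under 0.05), and it was 360 with a culture block. Under other settings, many of the same features were past the threshold in the same direction, 69 of the 136 without background correction, 95 with quantile normalization, 93 with the processed signal scaled to the 75th percentile, 129 with normexp on the mean signal and 101 with the authors' deposited values. The number fell with any 1 of the 8 arrays left out, where precision is lost as well, because 1 array remains in a condition. Among the mRNAs named in the text, slr1634 had a difference of -2.74 (adjusted *p* = 4.92e-04), and -1.83 to -2.94 in the fits with another scaling or with an array left out, where it stayed past the threshold except without normalization between arrays (-2.66). The same difference was past the threshold for *hliA* (ssl2542, 1.16), slr0447 (-1.82), sll0622 (-1.75) and slr0788 (-1.58). These mRNAs and slr1634 were named for a low or high level at 0 h or 22 h, which by itself favours such a difference. The calls of *hliA* and slr0788 were lost with any 1 of the 8 arrays left out (1.09 to 1.22 and -1.75 to -1.40), that of slr0447 with any except WT replicate 2 of 22 h (-1.97 to -1.38), and that of sll0622 with any except WT replicate 2 or Δ*ssaA* replicate 1 of 22 h (-1.88 to -1.55). They were lost without normalization (1.25, -1.80, -2.25 and -2.30), for *hliA* also without background correction (0.93) and with the median over probes (0.76), for slr0447 with quantile normalization (-1.24), the authors' deposited values (-1.16) and the median over probes (-1.81), and for slr0788 with the processed signal (-1.01). Apart from scaling, no technical explanation was tested for these 5 mRNAs, and a role of 6S RNA in their expression stays open and untested.

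The ATP synthase genes rose more from 0 h to 22 h in Δ*ssaA* than in WT, by a mean difference of 1.50, and *atpG* (sll1323) alone among them had a single-gene difference past the threshold, of 1.72. Among 10000 random lists of features matched on brightness, 0% had a mean as high. These lists cannot decide on a trend of the normalization with brightness, since cyclic loess removes such a trend by construction. Scaling did not remove the difference, which was 1.19 without normalization between arrays, with an adjusted *p* above 0.05 there, as in camera with an estimated correlation. The single-gene call of *atpG* was lost with any array of 0 h or 22 h left out (1.64 to 1.79), so the difference for the gene alone is not firm. The larger rise is consistent with a lower level in Δ*ssaA* before the addition of nitrogen, where the mean strain difference was -1.10 (0.088 without normalization between arrays, and -1.03 with an adjusted *p* above 0.05 without WT replicate 2 of 0 h), followed by a similar level at 22 h. A fixed effect of array position alone is argued against, since the strains held the same positions on every slide. The mean strain difference was -1.10, -1.59 and -1.17 at 0, 1 and 4 h, but 0.40 at 22 h. Why the level at 0 h was lower stays open.

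The array holds features for spacers in numbered series. The 45 of series 1 changed differently to 22 h in the strains, with a median difference of -2.61 (15 features past the threshold). The same median was 0.56 in series 0, with 33 of 49 features higher and 0 past the threshold. In series 2 it was -0.59, with 28 of 32 lower and 3 past it. In WT all 45 rose (median 1.99, 41 past the threshold), while in Δ*ssaA* the median change was -0.44, and at 22 h 43 of 45 were lower in Δ*ssaA* (median -1.78). The paper does not report on them. The lowest median of 10000 random lists matched on brightness was -0.39. This cannot decide on a trend of the normalization with brightness, since cyclic loess removes such a trend by construction. Scaling between arrays is argued against, since the smallest median difference over 3 other scalings, relative to all features, was -1.83. A fixed difference between the strains or array positions is argued against, since before 22 h Δ*ssaA* replicate 1 was near WT in these features and replicate 2 above it. The median difference was 0.62 at 4 h and 0.86 and 1.01 at 0 h and 1 h, which rests on replicate 2. At 4 h the mean levels of the Δ*ssaA* replicates were 13.35 and 14.08 against 13.34 and 13.36 in WT, and at 22 h 13.89 and 14.23 against 15.69 and 15.67. With single arrays left out the median ranged from -2.97 to -2.24. A possible explanation that stays open is a difference in transcription of these features between the strains late in recovery, a hypothesis found and tested on the same data, and an event in the 22 h samples of one strain, such as a difference in culture conditions, was not tested.

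At 4 h, the change from 0 h differed between the strains past the threshold for 2 features, NC-5 (1.63) and sll0586-as1 (-4.16). Both rest on spots that Feature Extraction marked as outliers, of which the arrays of 4 h had 145 to 212 each, against 0 to 5 at 0 h, 1 to 3 at 1 h and 3 to 10 at 22 h. With these spots kept, the differences were -0.061 for NC-5 and -0.35 for sll0586-as1, neither past the threshold. The call for NC-5 was also lost with the processed signal scaled to the 75th percentile (1.57), without any 1 array of 0 h (1.54 to 1.73) and without WT replicate 1 (1.68) or Δ*ssaA* replicate 2 (1.51) of 4 h. These values suggest that the differences arise from bright probes left out on some arrays and not on others. No biological explanation was tested.

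Past the threshold in the same direction at all 4 time points were 27 features, 25 lower and 2 higher in Δ*ssaA*. The paper does not report on them as a set. They comprise 11 internal transcripts, 5 antisense RNAs, 5 NC features (NC-182 and NC-144 of *ssaA* among them), 3 mRNAs, 1 5'UTR and 2 others. Chance overlap is argued against, as 0.00203 features were expected if the 4 comparisons were independent, though the comparisons share the strains and their positions on each slide. NC-182 and NC-144 lie in the deleted gene, which accounts for them. NC-14 had differences of -7.95 to -6.95, and their cause was not tested. For the rest, strain and array position cannot be told apart in this design, and a variant of the mutant strain in these regions was not tested. The number was 11 without background correction, 17 at an adjusted *p* of at most 0.01, 3 without normalization between arrays and 15 to 52 with an array left out (17 and 15 without WT replicate 1 and 2 of 1 h, and 52 without Δ*ssaA* replicate 2 of 1 h).

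Of the 3 neighbours of *ssaA* that the paper names, slr1287 and slr1288 were higher in Δ*ssaA* at all 4 time points, by 0.76, 0.82, 0.90 and 0.67 for slr1287 and by 0.47, 0.57, 0.65 and 0.63 for slr1288, and neither reached the fold change threshold there. The third, sll1166, did not share this, with 0.13, -0.038, -0.079 and -0.45, none past the threshold, and slr1287 and slr1288 were singled out after their values were seen. Its difference at 22 h fell below an adjusted *p* of 0.05 with quantile normalization (-0.73), the authors' deposited values (-0.71) and the median over probes (-0.48), and its sign at 1 h and 4 h changed in several fits, among them those with the processed signal (0.29 and 0.42) and without normalization (0.46 and 1.36, the latter past the threshold) and without WT replicate 2 of that time point (0.078 and 0.20). In other fits slr1287 and slr1288 did reach both thresholds, at 22 h with the processed signal (2.12 and 2.03) and the authors' deposited values (1.20 and 1.05) and at 4 h without normalization (2.50 and 2.23). For slr1287 this was so also at 22 h with quantile normalization (1.05) and the median over probes (1.01), at 1 h with the median over probes (1.09) and without Δ*ssaA* replicate 2 (1.09), and at 4 h with the processed signal (1.13), the median over probes (1.08) and without WT replicate 2 (1.07) or Δ*ssaA* replicate 2 (1.05). Of the other 3352 mRNA features compared, 1.85% were at least as far above WT at all 4 time points, which does not exclude chance, because the 2 genes were picked after their values were seen. The adjusted *p* of slr1287 at 4 h rests on single arrays, being above 0.05 without WT replicate 1 or Δ*ssaA* replicate 1 (0.74 and 0.76). At 1 h it was above 0.05 without WT replicate 1 (0.77), WT replicate 2 (0.87) or Δ*ssaA* replicate 1 (0.54) of 1 h, with quantile normalization (0.87), the processed signal (0.95) and the authors' deposited values (0.85) and without normalization (1.35), and at 22 h without WT replicate 1 (0.45), Δ*ssaA* replicate 1 (0.74) or Δ*ssaA* replicate 2 (0.59) of 22 h, without normalization (1.55) and without background correction (0.19, and 0.23 for slr1288). For slr1288 it fell below 0.05 at 1 h without Δ*ssaA* replicate 2 (0.96), while the difference was 0.18 without Δ*ssaA* replicate 1, at 4 h with normexp on the mean signal (0.67) and the median over probes (0.80), and at 22 h with quantile normalization (0.96). An effect of the deletion on its neighbours may be the reason, but strain and array position cannot be told apart, and no test here separates them.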

How the results depend on the processing

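The processing choices and all alternatives were set before the data were examined, except for the fits with the spots marked as outliers kept, for single genes with a culture block and for all results on the recovery axis, the 18 photosynthesis genes, the spacer features and the features past the threshold at all 4 time points, which were chosen after the data were seen. Of the comparisons of single genes set against these alternatives, 995 kept their direction and their side of an adjusted *p* of 0.05, 76 were no longer below it, 40 were newly below it, and 44 changed sign, 6 of them with an adjusted *p* of at most 0.05 in one of the 2 fits and 38 in neither. Of the 76 no longer below it, 53 came without normalization between arrays, 8 with the processed signal, 5 with quantile normalization, 4 without background correction, 3 with the authors' deposited values, 2 with the median over probes and 1 with the spots marked as outliers kept. With the fold change threshold applied too, 74 calls of single genes were lost and 35 gained. Of the sign changes of single genes, 19 came without normalization. Those with an adjusted *p* of at most 0.05 in one of the 2 fits were *atpG* at 0 h (0.0038), *sigE* at 4 h (1.24), sll1166 at 4 h (1.36), *amt1* at 22 h (0.58) and *nrtA* in WT at 22 h (-0.38) without normalization, and NC-5 in the difference of the change to 4 h (-0.061) with the spots marked as outliers kept. The cause of these and of the following changes was not tested unless a value is given for it.

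Without normalization between arrays, the number of features that differed between the strains was 3, 3, 5829 and 315 at 0, 1, 4 and 22 h, the number of features that changed from 0 h in WT was 0, 21 and 4790 at 1, 4 and 22 h, and the number that changed from 0 h in Δ*ssaA* was 0, 25 and 6577 at 1, 4 and 22 h. The number whose change differed between the strains was 0 and 0 at 4 and 22 h, the number of mRNAs lower in Δ*ssaA* was 0 at 0 h, and the number of the 18 photosynthesis genes past the threshold was 0, 0 and 0 at 1, 4 and 22 h. The mean strain difference of the ATP synthase genes was 0.088, -1.07 and 0.39 at 0, 1 and 4 h, their mean change in WT was 0.30 and 0.93 at 4 and 22 h, and their mean change in Δ*ssaA* was 0.60 and 2.11 at 4 and 22 h. The difference of their change between the strains was 0.30 and 1.19 at 4 and 22 h and the gap on the recovery axis was -0.558, -0.761 and -0.429 at 0, 4 and 22 h. In this scaling the median of all features moved by -1.77 to 1.41 on the log2 scale, which shifts the counts and the gaps and changes some of the signs. Relative to it, the mean strain difference of the ATP synthase genes was -1.03, -1.52, -1.02 and 0.68 at 0, 1, 4 and 22 h.

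Without background correction, the number of features that differed between the strains was 77, 221 and 285 at 1, 4 and 22 h, the number of features that changed from 0 h in WT was 274 and 869 at 4 and 22 h, and the number that changed from 0 h in Δ*ssaA* was 167, 285 and 1322 at 1, 4 and 22 h. The number whose change differed between the strains was 82 at 22 h, the mean change of the ATP synthase genes in Δ*ssaA* was 0.21 at 1 h, and the difference of their change between the strains was 0.036 at 4 h. The gap on the recovery axis was -0.217 at 22 h. With quantile normalization, the number whose change differed between the strains was 305 at 22 h, the number of the 18 photosynthesis genes past the threshold was 1, 5 and 0 at 0, 1 and 22 h, and the mean change of the ATP synthase genes in Δ*ssaA* was 8.6e-04 at 1 h. With the processed signal scaled to the 75th percentile, the number of features that differed between the strains was 952 and 1835 at 4 and 22 h, the number of features that changed from 0 h in WT was 865 and 4111 at 4 and 22 h, and the number that changed from 0 h in Δ*ssaA* was 173 and 3662 at 1 and 22 h. The number whose change differed between the strains was 1 and 796 at 4 and 22 h, the number of mRNAs lower in Δ*ssaA* was 8 at 0 h, and the gap on the recovery axis was -0.390 at 22 h. With the authors' deposited values, the number whose change differed between the strains was 383 at 22 h, the number of the 18 photosynthesis genes past the threshold was 5 and 0 at 1 and 22 h, and the difference between the strains in the change of the ATP synthase genes was 0.021 at 4 h. The gap on the recovery axis was -0.317 at 22 h. The features higher and lower in Δ*ssaA* at 22 h were 232 and 392, and 94 and 191 without background correction, 345 and 302 with quantile normalization, 1220 and 615 with the processed signal and 467 and 309 with the authors' deposited values.

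With the median over probes, the mean change of the ATP synthase genes in Δ*ssaA* was 0.021 at 1 h. With the spots marked as outliers kept, the number whose change differed between the strains was 0 at 4 h. With an intensity trend and robust variance, the number whose change differed between the strains was 1 at 4 h. At an adjusted *p* of at most 0.01, the number of features that differed between the strains was 43, 35, 192 and 365 at 0, 1, 4 and 22 h, the number of features that changed from 0 h in WT was 46 and 214 at 1 and 4 h, and the number that changed from 0 h in Δ*ssaA* was 109 at 1 h. The number whose change differed between the strains was 1 and 14 at 4 and 22 h, the number of mRNAs lower in Δ*ssaA* was 4 at 0 h, and the number of the 18 photosynthesis genes past the threshold was 0 and 3 at 1 and 4 h. With only the 4 arrays of the time point in the fit, the number of features that differed between the strains was 210 and 3 at 0 and 1 h, the number of mRNAs lower in Δ*ssaA* was 26 at 0 h, and the number of the 18 photosynthesis genes past the threshold was 0 and 1 at 1 and 4 h. The mean strain difference of the ATP synthase genes was -1.17 at 4 h. With camera and an estimated correlation, the mean strain difference of the ATP synthase genes was -1.10, -1.59 and -1.17 at 0, 1 and 4 h, their mean change in WT was 1.23 and 2.58 at 4 and 22 h, and their mean change in Δ*ssaA* was 1.16 and 4.08 at 4 and 22 h. The difference of their change between the strains was 1.50 at 22 h. With all 16 features of the ATP synthase genes, 5'UTRs and internal transcripts included, the mean change of the ATP synthase genes in Δ*ssaA* was 0.21 at 1 h. The lower counts at the stricter threshold follow from its construction, and camera reached an adjusted *p* of 0.215 for each of the comparisons named. The filter on dim probes kept 8760 features, and normexp on the mean signal moved 1 single gene, slr1288 at 4 h, below an adjusted *p* of 0.05 (0.67) and none of the counts, group means or axis gaps past the limits used here.

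With a replicate block (replicate number 1 or 2 as an additive term), the number of features that differed between the strains was 134 at 0 h, the number of features that changed from 0 h in WT was 157 at 1 h, and the number whose change differed between the strains was 306 at 22 h. The number of mRNAs lower in Δ*ssaA* was 22 at 0 h and the number of the 18 photosynthesis genes past the threshold was 4 at 1 h. With strain and replicate number together as a culture block, the number of features that changed from 0 h in WT was 173 at 1 h and the number whose change differed between the strains was 8 and 360 at 4 and 22 h. Of the single-gene comparisons set against these alternatives, 6 had an adjusted *p* newly below 0.05 with the replicate block. In the strain difference these were *sigG* at 0 h, slr1288 at 4 h and 22 h and *rpsI* at 22 h. In the difference of the change to 22 h they were *rpsD* and *rplQ*, which were so with the culture block as well. Neither block moved any other of these comparisons, or the ATP synthase group, across 0.05. At 0 h, *atpG* was the only ATP synthase gene among these comparisons. With the replicate block, 5 of the 8 ATP synthase genes were past the threshold at 0 h, against 1 in the main fit.

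With each array left out in turn, the remaining array of its condition is assumed to vary like the other conditions. The number of features that differed between the strains was 27 to 37, 31 to 538, 121 to 787 and 387 to 556 at 0, 1, 4 and 22 h. The number of features that changed from 0 h in WT was 35 to 49, 100 to 886 and 1814 to 2093 at 1, 4 and 22 h. The number that changed from 0 h in Δ*ssaA* was 87 to 1184, 369 to 466 and 2163 to 2392 at 1, 4 and 22 h. The number whose change differed between the strains was 0, 1 to 47 and 13 to 95 at 1, 4 and 22 h. The number of mRNAs lower in Δ*ssaA* was 1 to 5 at 0 h. The number of the 18 photosynthesis genes past the threshold was 0, 0 to 3, 1 to 15 and 4 to 5 at 0, 1, 4 and 22 h. The mean strain difference of the ATP synthase genes was -1.17 to -1.03, -1.61 to -1.56, -1.76 to -0.59 and 0.32 to 0.49 at 0, 1, 4 and 22 h. Their mean change in WT was 0.40 to 0.54, 0.65 to 1.82 and 2.51 to 2.65 at 1, 4 and 22 h. Their mean change in Δ*ssaA* was -0.038 to 0.0060, 1.14 to 1.18 and 4.00 to 4.17 at 1, 4 and 22 h. The difference of their change between the strains was -0.56 to -0.42, -0.66 to 0.51 and 1.42 to 1.59 at 1, 4 and 22 h. The gap on the recovery axis was -0.169 to -0.116, -0.305 to -0.0784, -0.439 to -0.207 and -0.309 to -0.242 at 0, 1, 4 and 22 h. For single genes 459 comparisons kept their side of an adjusted *p* of 0.05, 5 were newly below it, 19 changed sign without being below it and the rest were no longer below it. The reversal of the ATP synthase genes in the change to 4 h came without WT replicate 1 of 4 h (0.51), while the value without WT replicate 2 was -0.66. With 1 WT array left at 4 h, a test of these values does not measure the spread between the WT arrays of 4 h.

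Group tests of gene groups other than the ATP synthase genes were not run, because most of their members could not be matched to array features. Signal limits what can be seen, since 67.0% to 96.4% of the spots of a WT array and 79.5% to 99.2% of those of a Δ*ssaA* array were well above background.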

Differences from the paper's values

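At 0 h the paper reports 8 mRNAs with lower levels in Δ*ssaA*, and 14 were found here. Among the alternatives set before the data were examined, the number was 8 with the processed signal scaled to the 75th percentile and 10 without background correction, both within 1.5 times the paper's number. It was not within that range with quantile normalization (14), without normalization between arrays (0), with normexp on the mean signal (14), with the authors' deposited values (14), with the median over probes (15), with a replicate block (22), with an intensity trend and robust variance (14), at an adjusted *p* of at most 0.01 (4), with dim features left out (14) and with only the 4 arrays of the time point (26). Keeping the spots marked as outliers, an alternative chosen after seeing the values, gave 14. With an array left out the number was 1 to 5 (1 without WT replicate 2 and 5 without Δ*ssaA* replicate 2 of 0 h).

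For Δ*ssaA*, the paper's additional table of array features gives the log2 level at 0 h minus that at a later time point, and 438 of its 8819 listed features were at hand. Of 87 values of named genes compared on that scale and in that direction, 48 differed in sign or by more than the SD between the replicates here. For the change to 1 h, the paper's value and the value here were -0.57 and -0.34 for *atp1*, -0.12 and -0.19 for *atpG*, 0.15 and 0.082 for *atpC*, -0.017 and 0.22 for *psbH*, 0.12 and 0.40 for *psbK* and 0.39 and 0.60 for *psbT*. At 1 h, the paper's value and the value here were also -0.24 and 0.010 for *apcC*, -0.83 and -0.57 for *rpsD* and -0.35 and 0.037 for *SyR11*. For the change to 4 h, the paper's value and the value here were -2.31 and -2.04 for *atp1*, -1.37 and -1.48 for *atpG*, -0.82 and -0.87 for *atpD*, -0.54 and -0.58 for *atpA*, -1.07 and -0.75 for *petF* and -0.63 and -0.46 for *hliA*. At 4 h, the paper's value and the value here were also 1.31 and 1.53 for *psaM*, -0.050 and 0.098 for *psbB*, -0.60 and -0.26 for *psbH*, -0.58 and -0.24 for *psbK*, -0.72 and -0.26 for *psbM* and 0.33 and 0.59 for *psbT*. At 4 h they were, the paper's first, 0.86 and 1.00 for *psbU*, -0.47 and -0.13 for *apcB*, -0.74 and -0.46 for *apcC*, -0.054 and 0.019 for *apcF*, 0.079 and 0.48 for *cpcA* and -2.28 and -1.89 for *rpsD*. The paper's values and those here for the same change to 4 h were 0.87 and 1.20 for *SyR11*. For the change to 22 h, the paper's value and the value here were 0.095 and -0.79 for the *ssaA* probe NC-182, -0.44 and -0.99 for the *ssaA* probe NC-144, -4.78 and -5.19 for *atp1*, -4.19 and -4.93 for *atpI*, -3.71 and -4.29 for *atpG* and -2.57 and -2.96 for *atpF*. At 22 h, the paper's value and the value here were also -4.35 and -5.14 for *atpH*, -3.10 and -3.59 for *atpD*, -2.73 and -3.17 for *atpA*, -3.03 and -3.40 for *atpC*, 0.34 and 0.47 for *hliA* and -2.91 and -3.23 for *psaM*. At 22 h they were, the paper's first, -2.37 and -2.72 for *psbB*, -1.70 and -1.53 for *psbM*, -0.89 and -1.15 for *psbU*, -3.80 and -4.19 for *apcC*, -2.86 and -3.40 for *apcF* and 1.05 and 0.89 for *amt2*. The paper's values and those here for the same change to 22 h were 0.29 and 0.15 for *sigG* and -1.53 and -1.22 for *SyR11*. The *ssaA* probes lie in the deleted gene and were at or near background in Δ*ssaA* (NC-182 above it in 1 of 2 arrays at 0 h and 0 of 2 at 22 h, NC-144 in 1 of 2 at 22 h), so their differences carry no measured change. Of these 48 values, the number that no longer differed was 48 with the authors' deposited values, 39 with quantile normalization, 19 with the processed signal scaled to the 75th percentile, 9 without background correction, 7 with the median over probes, 6 without normalization between arrays and 1 with normexp on the mean signal. The others of the 48 still differed under each of these alternatives.

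The paper lists several ATP synthase mRNAs among the mRNAs with lower levels in Δ*ssaA* at 0 h. Of the 8 genes of the operon, 1 was past the threshold here (*atpG*, -1.22), although all 8 were lower, a direction that the mean over the operon did not keep without normalization between arrays (0.088). With any array of 0 h left out *atpG* was short of the threshold as well (-1.29 to -1.14). The number was 2 with quantile normalization and with the median over probes, 4 without background correction and with the authors' deposited values, and 5 with a replicate block and with only the 4 arrays of the time point. The paper also lists *petF*, which was short of the threshold here (adjusted *p* = 0.114; 0.0162 to 0.849 over the alternatives) and past it with quantile normalization, with the authors' deposited values and with only the 4 arrays of the time point.

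The paper describes an upshift of ATP synthase transcripts in WT 1 h after the addition of nitrogen and a delay of it in Δ*ssaA*. The mean change in WT at 1 h was 0.47 (fry, adjusted *p* = 0.264). The changes to 1 h and 4 h did not differ between the strains at an adjusted *p* of at most 0.05 in fry (-0.49 and -0.076). Without WT replicate 1 of 4 h the difference at 4 h was 0.51, and without replicate 2 it was -0.66. The lower level in Δ*ssaA* was present at 0 h already (-1.10), except without normalization between arrays (0.088), and had an adjusted *p* above 0.05 without WT replicate 2 of 0 h (-1.03). For ribosomal proteins, the paper describes a delayed upshift in Δ*ssaA*. The 3 genes of this group that were compared, out of a larger group, changed by 0.26 to 0.57 to 1 h and by 0.72 to 1.89 to 4 h in Δ*ssaA*, and by 0.26 to 0.72 and 0.47 to 1.70 in WT. They were found through the listed features with the lowest level in Δ*ssaA* relative to WT at 0 h and were lower in Δ*ssaA* at 0 h (-0.49, -0.26 and -0.42), which raises their change in Δ*ssaA* relative to WT. Without WT replicate 2 of 4 h the difference of the change to 4 h changed sign for *rpsD* (-0.31).

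The paper describes *nirA* as stable over the whole period in Δ*ssaA*. Here its log2 level fell from 14.57 at 1 h to 13.75 at 22 h, with SDs of 0.14 and 0.17. For *sigA* the paper gives a higher level in Δ*ssaA* at 4 h, and here the difference was 0.64 and short of the threshold (adjusted *p* = 0.166), while it was 2.22 and past it without normalization between arrays. The decrease of *sigG*, which the paper calls slight, was a log2 FC of -1.59 at 1 h, -1.53 at 4 h and -1.59 at 22 h here, and -1.11, -0.050 and -0.51 without normalization between arrays. At 1 h it was short of the threshold without WT replicate 1 (-1.54) or replicate 2 (-1.63). For *amt1*, which the paper lists as unaffected, the log2 FC at 22 h was -0.64 (adjusted *p* = 0.0309), a size below the fold change threshold. Its adjusted *p* was above 0.05 without WT replicate 1 (-0.34), Δ*ssaA* replicate 1 (-0.62) or Δ*ssaA* replicate 2 (-0.66) of 22 h, and the sign changed without normalization between arrays (0.58). For the photosynthetic complexes, the paper describes the strain differences as less clear after 22 h, whereas 17 of the 18 matched genes were lower in Δ*ssaA* and 6 past the threshold, and with quantile normalization and the authors' deposited values 14 were lower and 0 past it. The number lower was 5 without normalization between arrays.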

Other observations

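The tests in this part were chosen after the results were seen, apart from leaving out single arrays. The WT arrays of 4 h differed from each other in a way that affects several comparisons. On the recovery axis, WT replicate 1 of 4 h lay at 0.451 and replicate 2 at 0.218, and without replicate 1 the number of features that changed from 0 h to 4 h in WT was 100, without replicate 2 it was 886. Across features, the difference between these replicates correlated with the change of the WT from 0 h to 22 h (Pearson *r* = 0.559), while for 5 other conditions, without WT at 0 h and 22 h that define this change, *r* was -0.340 to -0.126. A culture ahead throughout is not what 1 h and 22 h show. WT replicate 1 lay behind replicate 2 at 1 h (0.150 and 0.222) and 22 h (0.976 and 1.02). At 0 h it lay ahead (0.013 and -0.013). Whether replicate 1 was further in its recovery at 4 h alone stays open. A distortion that follows brightness is argued against, since without normalization between arrays and within 20 bins of equal brightness the median *r* with that change was 0.565 (0.263 to 0.664 over the bins), while the medians of the 5 other conditions were -0.325 to -0.126. A swap with a WT array of 1 h is argued against, since no WT array of 1 h lay near replicate 1 of 4 h (highest position 0.222), and a single wrong label stays open.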
